# Alternative Splicing in the Differentiation of Human Embryonic Stem Cells into Cardiac Precursors

**DOI:** 10.1371/journal.pcbi.1000553

**Published:** 2009-11-06

**Authors:** Nathan Salomonis, Brandon Nelson, Karen Vranizan, Alexander R. Pico, Kristina Hanspers, Allan Kuchinsky, Linda Ta, Mark Mercola, Bruce R. Conklin

## Abstract

The role of alternative splicing in self-renewal, pluripotency and tissue lineage specification of human embryonic stem cells (hESCs) is largely unknown. To better define these regulatory cues, we modified the H9 hESC line to allow selection of pluripotent hESCs by neomycin resistance and cardiac progenitors by puromycin resistance. Exon-level microarray expression data from undifferentiated hESCs and cardiac and neural precursors were used to identify splice isoforms with cardiac-restricted or common cardiac/neural differentiation expression patterns. Splice events for these groups corresponded to the pathways of cytoskeletal remodeling, RNA splicing, muscle specification, and cell cycle checkpoint control as well as genes with serine/threonine kinase and helicase activity. Using a new program named AltAnalyze (http://www.AltAnalyze.org), we identified novel changes in protein domain and microRNA binding site architecture that were predicted to affect protein function and expression. These included an enrichment of splice isoforms that oppose cell-cycle arrest in hESCs and that promote calcium signaling and cardiac development in cardiac precursors. By combining genome-wide predictions of alternative splicing with new functional annotations, our data suggest potential mechanisms that may influence lineage commitment and hESC maintenance at the level of specific splice isoforms and microRNA regulation.

## Author Summary

The reprogramming of pluripotent stem cells from adult cells is a crucial step toward producing patient-specific cells for transplant therapy. Critical to this goal is the ability to reproducibly drive the differentiation of these cells to specific fates, such as cardiac and neural cells. While gene expression is important in tissue specific differentiation, the impact of alternative splicing on the biology of differentiating cells has not been fully realized. To identify specific splicing events that may determine cell-type-specific differentiation, we compared splicing profiles of human embryonic stem cells (ESCs) and derived cardiac and neural precursors using Affymetrix exon tiling arrays. Segregation of splicing profiles into cardiac-restricted and common cardiac/neural differentiation pattern groups revealed unique groups of genes with clear implications for the biology of cardiomyocyte function and the maintenance of pluripotent ESCs. Alternative splicing of many of these genes, notably regulators of cell death and proliferation, were often predicted to impact protein domain or microRNA binding site inclusion, suggesting that the function or expression of these proteins is altered during differentiation. These results provide further evidence that alternative splicing is important in shaping the functional repertoire of ESCs and differentiated cells.

## Introduction

The differentiation of embryonic stem cells (ESCs) *in vitro* is a powerful system for identifying developmental cues required for lineage commitment. Like their *in vivo* counterparts, the cells of the inner cell mass of the blastocyst, ESCs can self-renew and differentiate into all three adult germ layers. Maintenance of pluripotency and self-renewal depends on the expression of core transcription factors, including Oct4, Sox2, and Nanog. Whole-genome expression [1], microRNA (miRNA) [2], and epigenetic analyses [3],[4] of ESC differentiation have identified additional factors that interact with these core transcription factors to regulate pluripotency. However, the mechanisms that regulate ESC maintenance upstream and downstream of these core regulatory components and the steps required for proper cell fate commitment are poorly understood, largely because of the difficulty of obtaining pure populations of fully differentiated cells and the lack of detailed transcript expression profiles that allow the analysis of transcription and alternative splicing (AS).

Up to 80% of all human genes undergo AS to produce multiple mRNA transcripts that differ in their inclusion of exons and introns [5]. AS often results in unique proteins with biologically distinct compositions and functions [6]. AS can alter domain composition and cellular localization, which can confer distinct signaling properties on the resulting protein. In untranslated mRNA regions, AS can affect RNA stability and localization [6]. Disruption of AS of a single gene can have profound effects on cellular development, ranging from improper neonatal cardiac adaptation [7] to sex-determination [8] and synaptogenesis [9].

Since ESCs can differentiate into all cell lineages, characterizing isoform expression along specific lineage paths requires efficient methods to obtain pure cell populations. To this end, hESCs have been differentiated into neural progenitors (NPs), isolated with an effective neural differentiation protocol, and profiled with whole-genome exon-arrays [10]. This technology can measure the expression of distinct RNA regions and thus identify more complex modes of gene regulation. This analysis revealed AS of serine/threonine kinases and helicases, suggesting that coordinated programs in hESCs direct both cell-type-specific and general differentiation programs. Comparative genome sequence analysis within the vicinity of these AS events revealed putative cis-regulatory sequences that may regulate AS in the differentiation to NPs [10].

While these methods were an important step toward delineating the role of AS in differentiation, profiling of other progenitor cell types and comparisons between cell types is required to identify and understand common processes in differentiation and processes that are specific to different paths of differentiation. Determining the consequences of AS on a genome-wide basis will require tools to predict the effects of AS on protein sequence, domain inclusion, and protein expression.

In this study, we sought to identify AS during differentiation into different progenitor populations by exon-level genome profiling of homogenous populations of undifferentiated hESCs and derived cardiac progenitors (CPs) using a new selectable marker strategy. By comparing CP differentiation to a reported dataset of neural differentiation [10], we identified AS events found only in the differentiation to CPs or the differentiation to both CPs and NPs (common). AS events with common CP-NP or CP-specific patterns produced profound changes in predicted protein domain/motif composition that could affect protein function and expression. Many AS events modified the predicted miRNA binding site composition of transcripts, suggesting that AS may indirectly modulate protein expression.

## Materials and Methods

### Isolation of hESCs and CPs

The genetically engineered hESC lines and electrophysiology of derived CPs have been described in detail in [11]. In brief, H9 ESCs were transduced with a lentiviral preparation that encoded a neomycin-resistance gene controlled by the REX-1 promoter and a puromycin-resistance gene controlled by the α myosin heavy chain promoter. Stable clonal lines were created by neomycin selection of a homogenous population of undifferentiated hESCs. Embryoid bodies were formed in suspension culture for 6 days from hESCs and transferred to gelatin-coated plates. On day 13 of differentiation, embryoid bodies were treated with puromycin for 36 h to isolate CPs. Total RNA from biological triplicates of neomycin-selected undifferentiated hESCs and puromycyin-selected day 40 CPs were extracted with Trizol and prepared for hybridization to human 1.0 ST GeneChip arrays as described [10]. As starting material, ∼1 µg of total RNA was purified with the RiboMinus human transcriptome isolation kit (Invitrogen), cDNA was fragmented and labeled with the GeneChip WT cDNA synthesis and WT terminal labeling kits (Affymetrix), hybridized to individual GeneChip arrays (biological triplicates), and scanned according to the manufacturer's instructions. The data were deposited in NCBI's Gene Expression Omnibus [12] database (GSE13297).

### Additional Microarray Data

Human exon array CEL files for the Cythera NP differentiation datasets (Cy-ESCs and Cy-NPs), HUES6 ESCs, HUES6 NPs, and fetal human central nervous system stem cells were provided by the Gage laboratory (http://www.snl.salk.edu/~geneyeo/stuff/ papers/supplementary/ES-NP) [10]. Exon array data for 11 adult human tissues (testes, spleen, heart, thyroid, muscle, breast, prostate, liver, kidney, pancreas, cerebellum), were downloaded from the Affymetrix website [13].

### Gene Expression Analysis

The methods and program components of AltAnalyze are described in detail in Text S1. For this analysis, AltAnalyze databases (stored as tab-delimited text files) were constructed with build 49 of Ensembl [14] and human genome build 18 of the UCSC Genome Database [15] and Affymetrix annotation files. For all probe sets, expression values and detection above background (DABG) p values were calculated from AltAnalyze using the Robust Multichip Average algorithm [16] by interfacing with Affymetrix Power Tools (APT) [17]. Exon arrays include probe sets that overlap with both exons that are common to nearly all mRNA transcripts for a gene and to those that overlap with only a few mRNA transcripts. Since these common or constitutive exons most likely indicate transcriptional activity of the gene as opposed to a rare isoform, probe sets that overlap with the largest number of distinct mRNA transcripts are considered constitutive and thus most informative for calculating gene expression values. The number of mRNAs that overlap with a probe set was obtained from the Affymetrix annotations file HuEx-1_0-st-v2.na23.hg18.probe set.csv. Only probe sets that overlap with a single Ensembl gene (based on the start and end genomic coordinates of the probe set and gene) are considered in AltAnalyze. For each Ensembl gene and for each microarray, gene expression is determined by calculating the mean expression of all constitutive probe sets. If no constitutive probe sets are present for an Ensembl gene, gene expression is calculated by using the mean of all exon-associated gene-linked probe set intensities. Complete gene expression results are provided in Dataset S1.

### Alternative Exon Analysis with AltAnalyze

To identify alternative exons, AltAnalyze was run with default parameters. This analysis consists of (A) selecting microarrays for expression summarization with RMA, (B) defining biological groups for each array and pairs of groups for alternative exon analysis (e.g., hESCs and CPs), (C) downloading/loading appropriate library and annotation files for the microarray, (D) defining thresholds for probe set filtering, (E) defining thresholds for alternative exon analysis statistics (splicing-index and MiDAS [18]), (F) determining methods used to identify predicted domains/motifs and miRNA binding sites predicted to be regulated, (G) running the analysis, and (H) exporting result files (Text S1). We performed two different sets of array normalizations. The first included all aforementioned cell lines and tissues, and the second included only cell lines. The combined cell line and tissue normalization was only used for combined gene expression comparison analyses (Figure 1) and comparison of tissue and cell line splicing patterns. The cell-line-specific normalization was used for all remaining downstream CP and NP alternative exon analyses.

After RMA expression values and gene expression statistics (e.g., hESC and CP group gene expression averages, fold changes, and *t* test p values) are exported, AltAnalyze filters probe sets to identify those that align to a single Ensembl gene and that match user-defined expression and DABG p value thresholds (Text S1). Only probe sets with a DABG p<0.05 and a non-log expression value >70 [19] are retained for further analysis of all hESC–progenitor pair-wise comparisons. Using the splicing index (SI) method [19],[20], AltAnalyze calculates the likelihood and extent of AS for all Ensembl genes with one or more constitutive probe sets. Two probability estimates for alternative exon regulation are calculated with a one-way analysis of variance model, MiDAS [19], by interfacing with APT (version 1.4.0) and SI, by performing a *t* test of the normalized exon expression values (exon probe set expression divided by constitutive expression) for the control and experimental sample groups.

**Figure 1:**
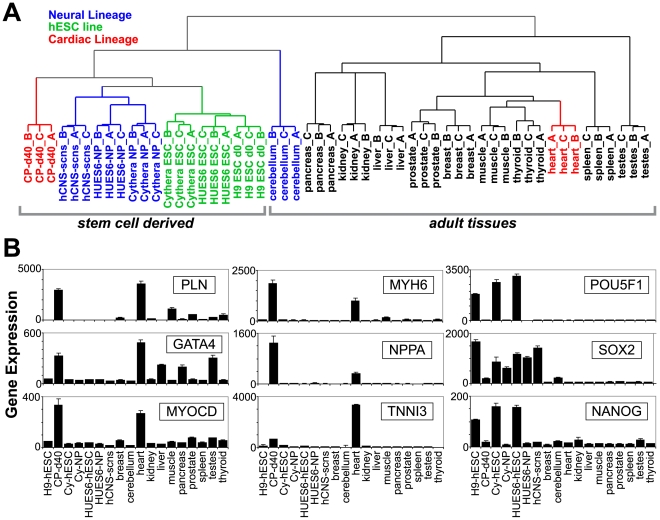
Comparison of hESC differentiation and adult tissue array profiles. Human Affymetrix exon array data were compared for REX+ hESCs and derived CPs; Cythera, HUES6 hESCs and derived NPs; fetal human central nervous system stem cells (hCNS-scns); and 11 adult tissues, processed by RMA together. (A) Relative changes in gene expression (log2 fold, relative to the global expression mean) for all samples were clustered by array (rather than genes) for any Ensembl gene with a relative change in gene expression >2. Biological triplicates are indicated for each tissue or cell line. (B) Gene expression profiles for this combined dataset and for specific markers of CP-specification (columns 1 and 2) and for pluripotency (column 3).

The primary filters for identifying alternative exons were a conservative SI fold change >1 (equivalent to a 2-fold difference in expression relative to constitutive expression levels), an SI *t* test p value <0.05, a MiDAS p<0.05, and constitutive gene-expression fold change <3 (absolute). Genes with a constitutive fold change >3 were excluded to remove potential false-positive alternative exons that arise when only constitutive probe set variance is observed. For this analysis, we considered only AltAnalyze ”core” probe sets and probe sets overlapping with any mRNA contained within the AltAnalyze mRNA database (Ensembl or UCSC Genome Database).

To visualize alternative exons in the context of genes, we wrote a prototype plugin, currently in development, for the network visualization software Cytoscape [21]. This plugin, SubgeneViewer, allows colors indicating inclusion or exclusion of exons to be mapped onto exon and splicing structures that can be selectively viewed from protein interaction networks or pathways.

### Identifying Alternative Protein Domains and Motifs with AltAnalyze

To identify protein domains and motifs potentially modified/disrupted by AS, a series of databases is built with each build of AltAnalyze (stored as distributed text files). These databases consist of an aligning and nonaligning protein (competitive isoforms) for all probe sets (Figure 2B), corresponding protein sequences, relative comparison information for the two competitive alternative protein isoforms (e.g., alternative-N-terminal, alternative-C-terminal sequence) (Figure 2A), protein domains/motif sequences found in one protein but not the other (Figure 2C), and domains/motifs whose genomic position overlaps with any probe set (Figure 2D). In short, competitive protein isoforms are selected by identifying exons from Ensembl or the UCSC Genome Database that overlap with a probe set based on genomic position, identifying mRNA competitive transcripts that contain or do not contain that exon, comparing the exon structure of all possible competitive transcripts and identifying a single competitive transcript pair that contains the fewest combined distinct exons (exons unique to either transcript) and the most exons in common to both. Corresponding proteins for selected competitive isoforms are identified from Ensembl and NCBI's web services [22] or are derived by *in silico* translation. Protein domain and motif sequences are obtained directly from UniProt's [23] sequence annotation features or from InterPro [24] sequence annotations (alignment e-value <1) for every Ensembl protein. AltAnalyze reports any InterPro sequences with a description field or any UniProt sequence annotation feature that is not of the type CHAIN, CONFLICT, VARIANT, VARSPLIC, or VAR_SEQ. The competitive protein isoform analysis only considers the alternative exon of interest and does not attempt to combine information from other potential alternative exons. Only InterPro genomic start and end positions are extracted to determine genomic coordinate overlap with probe sets.

**Figure 2:**
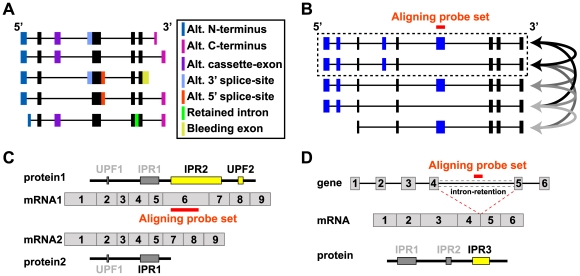
Assigning AltAnalyze mRNA and protein annotations. Theoretical transcripts with distinct exon compositions are shown. (A) Distinct alternative (Alt.) exon annotations for five mRNA transcripts, where the filled boxes are sequences retained in the processed mRNA transcript. Black filled boxes are exons common to all isoforms (constitutive). AltAnalyze considers all alternative exon annotations as AS except for alternative-N-terminal exons (expressed through alternative promoter selection). (B) All pairs of mRNA transcripts that do or do not align to an exon array probe set are compared to identify a single pair of competitive isoforms that minimally differ in exon composition. Curved arrows indicate all possible competitive transcript comparisons. The top selected competitive isoforms (dashed box) have the fewest exon differences and have the most exons in common. AltAnalyze selects this transcript pair for analysis of downstream protein domain/motif composition, after corresponding protein sequences are selected. (C) Protein domains and motifs differing between competitive isoforms. Exons for the two transcripts are labeled in order, 5′ to 3′, with protein sequence and Uniprot features (UPF) or InterPro regions (IPR) corresponding to each exon displayed above or below them. Yellow filled boxes indicate domains and motifs differencing between the competitive isoforms. (D) Domains and motifs directly aligning to a probe set's genomic position. A theoretical probe set aligning to the intron of a gene is shown. InterPro domains/motifs whose genomic position (genomic exon start and exon end position) overlaps with a given probe set (genomic start and end position) are shown with a yellow filled box. Rather than comparison of two protein sequences with the competitive isoform analysis, only a single protein sequence is required for the direct genomic alignment method.

In addition to these protein annotations, putative miRNA binding sites from PicTar [25], miRanda (http://www.microrna.org), miRbase [26] and TargetScan (http://www.targetscan.org) within probe set consensus sequences are stored in a database for use by AltAnalyze. Protein and miRNA binding site annotations for all alternatively regulated probe sets (alternative exons) are reported in the AltAnalyze results files and are assessed for over-representation. Over-representation is assessed by calculating an over-representation z score, a permutation based p value (derived by re-running the z score analysis 2000 times with random probe set inputs) and a Benjamini-Hochberg [27] adjusted p value of the permutation p to take account for multiple hypothesis correction (Text S1). For all domain/motif and miRNA over-representation analyses, only elements (domain, motif, or miRNA binding site) with a z score >2, Benjamini-Hochberg p<0.05 and three or more genes associated with the element are reported. To test for differences between the number of miRNA binding sites up- and downregulated in hESCs versus CPs, the number of genes with alternative exons up- and downregulated and the number of genes with these patterns of expression and predicted miRNA binding sites are evaluated with a χ^2^ test.

### Analysis of Variance

To segregate transcriptionally regulated genes and AS events into CP-specific and common CP-NP differentiation patterns, we used a two-way ANOVA strategy in which the LIMMA package in Bioconductor [28] was used to compare day 40 CP arrays with NP arrays along with their respective pluripotent hESC controls. The Cythera hESC line dataset was used to examine NP differentiation, which had smaller sample-to-sample variability than the HUES6 hESC line dataset when analyzed with RMA (data not shown). Each differentiated condition (CP and NP) was normalized to the mean of its hESC reference set and used to calculate a p value to assess whether NP and CP profiles had a common CP-NP or CP-specific differentiation pattern (termed here as a differentiation or interaction effect, respectively). The differentiation p value indicates the likelihood that CP and NP differentiation have a common expression pattern, whereas the interaction p value indicates the likelihood that CP and NP differentiation have a dissimilar expression pattern for a given exon. For both patterns, a fold difference (log2) >1 was required for CP vs. REX+ hESCs. Additionally, for the common CP-NP differentiation pattern group, a fold difference (log2) >0.5 was required for Cythera NP vs. Cythera hESCs (in the same direction as the CP comparison); and for the CP-specific group, a fold difference (log2) <0.5 (in the same direction as the CP comparison) was required.

### Pathway Analysis

Gene Ontology (GO) and pathway over-representation were evaluated with the program GO-Elite (http://www.genmapp.org/go_elite) [29]. Unlike traditional GO analysis programs, GO-Elite prunes out related ontology terms to report a single significant term along each branch of the hierarchy when multiple significant terms are present. GO-Elite also analyzes pathways from http://WikiPathways.org [30]. GO-Elite uses an over-representation analysis similar to that applied by AltAnalyze to domains and other elements. Only GO terms and pathways with a z score >2, a permutation p<0.01, and three or more regulated genes for the pathway/GO-term were reported. Complete pathway analysis results are provided in Dataset S4.

### Confirmation of Alternative Exon Expression

Alternative exons were selected for confirmation with RT-PCR using the following criteria: (1) prior evidence of AS or presence of predicted miRNA binding sites, (2) a small number of alternative exons per gene, and (3) predicted domain/motif changes. The second criterion was applied to favor splice events where both isoforms could be amplified in a single reaction and where domain/motif-level changes could be attributed to the splicing event examined. Fifty alternative exon sequences were selected for confirmation. Optimal flanking, isoform-specific, or constitutive primers designed with a custom implementation of primer 3 called AltPrimer (http://conklinwolf.ucsf.edu/tools/ picoprimer.html). For RT-PCR, total RNA was diluted to ∼10 ng/µl and amplified with the OneStep Superscript III RT-PCR kit (Invitrogen) for 28, 35, or 40 cycles at annealing temperatures of 55 or 58°C using isoform-specific or constitutive flanking primers. The reaction products were separated on a 2–2.5% DNA-agarose gel and stained with ethidium bromide. An RT-PCR reaction that produced the correct amplicon sizes was considered to confirm alternative exon expression. Primer sequences are available in a Table S1.

## Results and Discussion

### Comparison of hESC-Derived Cardiac and Neural Progenitors to Adult Tissues

To identify genes with common CP-NP differentiation or CP-specific AS patterns, we isolated homogenous populations of hESCs and cardiac precursors and compared them to a dataset of neural precursor differentiation [10]. To determine the relationship between undifferentiated, progenitor and adult tissues, we performed an unbiased analysis using expression clustering and an analysis of cell-specific marker gene expression.

Homogenous populations of undifferentiated hESCs and CPs were isolated by modifying the H9 ESC line to stably express neomycin-and puromycin-resistance genes, driven by the pluripotent-cell-specific REX-1 and CP-specific myosin heavy chain alpha (MHCα or MHY6) promoters, respectively (see Materials and Methods). In embryoid bodies that underwent puromycin selection and were differentiated for 40 days, the action potentials and axial force measurements of the resulting CPs were similar to those of normal fetal cardiomyocytes [11]. 

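The experiment compared 3 biological replicates of undifferentiated REX+ H9 hESCs (day 0) with 3 biological replicates of CPs after 40 days of differentiation. H9 is an established human ESC line; the REX+ cells carry a neomycin-resistance gene under the promoter of REX-1, a pluripotency marker, and the CPs were selected with puromycin through the promoter of the alpha myosin heavy chain. Human Exon 1.0 arrays carry several probe sets per gene, so that each exon of a transcript can be read apart from the rest. The authors summarized each probe set with the Robust Multichip Average (RMA) algorithm, and the deposited values are log2 intensities for 1411399 probe sets on 6 arrays. Array medians lay between 5.33 and 5.38, and 36.7% to 37.1% of the probe sets of an array were above 70 on the linear scale. Across probe sets, Pearson correlations were 0.954 to 0.959 between hESC arrays, 0.950 to 0.957 between CP arrays and 0.902 to 0.924 between an hESC and a CP array.
From the deposited values, a gene value was computed as the mean of the probe sets that GEO's platform table pairs with 1 gene symbol and whose mean was above 70 in either group. This gave 18330 genes, compared with limma at a Benjamini-Hochberg adjusted p of 0.05 and a 2-fold change. The splicing index (SI) of a probe set is its log2 value minus that of its gene reference on the same array, here the mean of all probe sets of the gene above 70 in both groups, at least 4 of them. Genes whose reference changed by 3-fold or more were left out. The paper's constitutive annotation, its detection p-values and its MiDAS filter were not used here, and the neural progenitor and adult tissue arrays were not analysed here. Where the mean of a group lay below 70 on the linear scale, values below 70 were set to 70, array by array, and the fold is given as "at least"; these limits were chosen after the values were seen, carry no order among them, and come beside the fitted p. For the splicing index, "at least" holds against the gene reference as computed. That reference can change less than the gene value, so the fold is no lower limit against the whole gene. All changes are given as CP minus hESC, the opposite of the sign used for SI in the paper's Table 3. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.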

RNA harvested from REX+ hESCs and CPs was analyzed with Affymetrix human exon 1.0 arrays; these data were combined with a dataset of two published hESC lines (Cythera and HUES6) and NPs derived from these hESCs [10] and a dataset of 11 adult human tissues [13].

Gene expression values from these exon arrays were determined for constitutive aligning or all probe sets for each Ensembl gene (Materials and Methods) (Dataset S1). As shown by hierarchical clustering [31] of these gene expression profiles, the three hESC lines (H9, Cythera, and HUES6) were more closely correlated to each other than to their differentiated progenitors or adult tissues (Figure 1A). However, CPs and NPs, while more closely correlated to each other and undifferentiated hESCs, were less correlated to their *in vivo* tissue counterparts (heart and cerebellum). For several reasons, such differences are not unexpected; adult tissues are composed of a variety of cell types, passaged cell lines were compared to adult cells, the arrays were processed in different laboratories, and the cells are of distinct genetic origins. Although gene expression profiles of CPs were not closely correlated with samples from adult heart, CP gene expression levels were similar to those of adult heart for all cardiac markers examined (Figure 1B). Both NP lines express neuron-specific markers [10]. Thus, these progenitor cells are closely related to hESCs but retain cell-type-specific marker expression and therefore are appropriate cell systems for assessing AS and differentiation into cardiac and neural lineages.

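In CPs, 31 of 34 measured sarcomere genes and 18 of 31 genes of calcium handling and ion channels were higher than in hESCs, and 21 of 28 pluripotency genes were lower. PLN, which encodes phospholamban, the regulator of the sarcoplasmic reticulum calcium pump, had a log2 value of 3.42 ± 0.06 (SD, n = 3) in hESCs, below 70 on the linear scale, and of 11.67 ± 0.19 (SD, n = 3) in CPs, at least 46.6-fold higher (adjusted p = 1.29e-08 from limma). LIN28, an RNA-binding pluripotency factor, was at least 33.9-fold lower in CPs (adjusted p = 1.92e-08 from limma).
Of 34 measured sarcomere genes, 31 were higher in CPs, none was lower and 3 did not pass the limma test (31 higher when adjusted over the list alone). The ventricular light chain MYL2 rose at least 39.9-fold, the muscle LIM protein CSRP3 at least 30.3-fold, the giant spring protein TTN at least 26.6-fold and the atrial light chain MYL7 at least 59.6-fold. The list had a median log2 change of 3.63, or 3.15 with values below 70 set to 70 (camera, adjusted p = 6.15e-25; adjusted p = 0.159 with an estimated correlation).
Of 31 genes of calcium handling and ion channels, 18 were higher, 2 were lower and 11 did not pass the test (18 higher and 2 lower when adjusted over the list alone). The sodium-calcium exchanger SLC8A1 rose at least 11.7-fold, sarcolipin (SLN) at least 3.84-fold and the ryanodine receptor RYR2 at least 7.62-fold. FKBP1B and the gap junction gene GJA1 were the 2 that fell, with log2 changes of -1.16 and -1.01. The median of this list was 1.66, or 1.33 with values below 70 set to 70 (camera, adjusted p = 1.63e-13; adjusted p = 0.159 with an estimated correlation).
Of 29 cardiac transcription factors, 17 were higher, none was lower and 12 did not pass (17 higher when adjusted over the list alone). The histone methyltransferase SMYD1 rose at least 15.8-fold, TBX20 at least 10.9-fold, MEIS2 at least 8.21-fold and TBX5 at least 5.45-fold. ANKRD1 rose 9.73-fold, MYOCD 8.29-fold, GATA6 3.48-fold and GATA4 3.30-fold. The median log2 change was 1.26 (camera, adjusted p = 1.46e-13; adjusted p = 0.114 with an estimated correlation).
Of 28 pluripotency genes, 21 were lower in CPs, none was higher and 7 did not pass (21 lower when adjusted over the list alone). The Nodal co-receptor TDGF1 was at least 8.65-fold lower, the deubiquitinase USP44 at least 20.1-fold, POU5F1 (OCT3/4) at least 6.12-fold, NANOG at least 7.01-fold and ZFP42 (REX-1) at least 9.81-fold. The hESCs were selected through the promoter of REX-1, so the fall of ZFP42 is not independent of the selection. SOX2 had a log2 change of -3.07 and stood at 8.06 in CPs. The median was -3.33, or -2.77 with values below 70 set to 70 (camera, adjusted p = 6.84e-12; adjusted p = 0.115 with an estimated correlation).
Of the genes of DNA replication and mitosis, 24 of 44 were lower, none was higher and 20 did not pass (24 lower when adjusted over the list alone). The origin recognition gene ORC1L had a log2 change of -2.18, CHEK2 and PRIM1 of -1.76 and GINS1 of -1.67. The median was -1.09 (camera, adjusted p = 9.62e-12; adjusted p = 0.237 with an estimated correlation).
All 12 cardiac markers that the paper names were higher in CPs (12 when adjusted over the list alone), with a median log2 change of 3.70, or 3.28 with values below 70 set to 70 (camera, adjusted p = 5.92e-14; adjusted p = 0.159 with an estimated correlation). The study chose these markers on these samples, so they are not independent evidence of a direction. Among them MYH7 rose at least 27.9-fold, NPPA at least 18.7-fold, MYH6 at least 27.5-fold, TNNC1 17.6-fold, TNNI1 8.61-fold and TNNI3 4.32-fold. The CPs were selected through the promoter of MYH6, so its rise is not independent of the selection.
Markers of fibroblasts and extracellular matrix moved with these groups, 22 of 27 being higher in CPs, as did 12 of 17 smooth muscle markers. The smooth muscle list shares PLN, MYOCD, DES and TPM2 with the cardiac lists.
The paper concludes that the progenitors retain cell-type-specific expression and are appropriate systems for the study of AS in differentiation. It draws on clustering, cardiac markers of CPs and neuron-specific markers of NPs, and not on the fibroblast or smooth muscle lists used here.

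**Figure D1:**
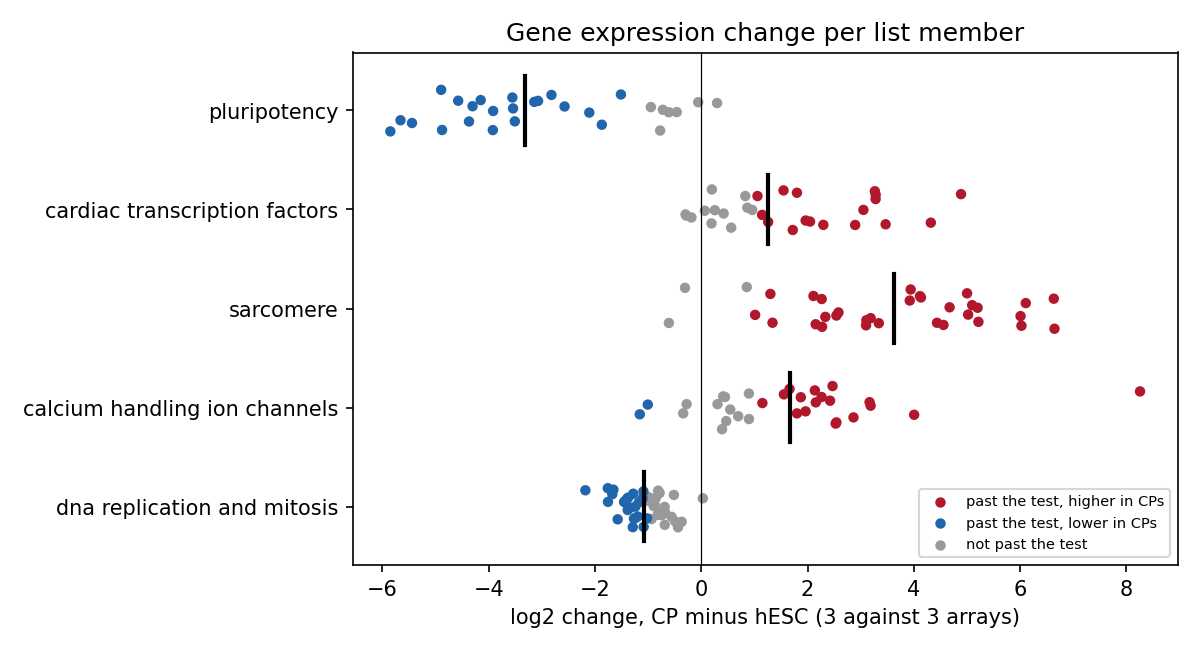
Log2 change in gene expression, CP minus hESC, of each measured member of 5 gene lists (points) with the median of the list (black bar). Members past the limma test are red where higher in CPs and blue where lower. The sarcomere genes lie around a median of 3.63 and the pluripotency genes around -3.33.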

### AS Is a Key Feature of CP Differentiation

To identify alternative exons in day 40 CPs versus REX+ hESCs and link the results to predicted sequence changes that might alter protein expression/function, we created a free, open-source application called AltAnalyze (http://www.AltAnalyze.org) (Materials and Methods). For exon array analysis, AltAnalyze uses the SI approach [19],[20] to calculate a probe set fold change corrected for gene-expression and corresponding SI *t* test and MiDAS p values. To identify higher-confidence alternative exons, only regulated probe sets overlapping with exons in annotated mRNAs (Ensembl or UCSC Genome Browser, including retained introns) were used for further analyses.

Of the 13,583 genes with evidence of expression, 16% (2,106) were predicted to have at least one alternative exon in the differentiation to CPs, as compared to 3,044 genes with up- or downregulated gene expression (Table 1). 

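Of 18330 genes, 1087 were higher in CPs and 1138 were lower at the 2-fold change and adjusted p set for limma. The 3 CP and 3 hESC values did not overlap for 12110 genes (66.1%), where chance gives 10%. Of the 2225 genes past the test, 679 had a group mean below 70, and 437 of these were past 2-fold with values below 70 set to 70. The steroid reductase-like gene SRD5A2L2 rose at least 12.7-fold, the Z-disc gene MYOZ2 at least 17.1-fold, the small muscle protein SMPX at least 11.2-fold and the protease inhibitor A2M at least 32.7-fold. HESRG had a log2 change of -4.90. The tryptophan-degrading enzyme IDO1 was at least 11.3-fold lower in CPs, DPPA4 at least 18.2-fold, CUZD1 at least 4.95-fold, L1TD1 at least 6.65-fold, LECT1 at least 7.83-fold and POLR3G at least 10.7-fold.
Of 239245 probe sets in 13889 genes tested by the splicing index, 5094 were relatively higher in CPs and 3269 relatively lower, and 3517 genes (25.3%) held at least 1 such probe set. In 1734 genes all such probe sets were relatively higher, in 1140 all were relatively lower and in 643 they went both ways. Of the 8363 probe sets past the test, 4960 had a group mean below 70, and 1309 of these were past 2-fold with values below 70 set to 70. In the ubiquitin ligase gene MIB1, probe set 3800906 rose at least 13.0-fold relative to its gene reference (adjusted p = 0.000128 from limma) while the gene reference changed by 0.29. In CPs it stood 1.26 above that reference on the log2 scale. Probe sets were linked to genes by symbol only, so whether this one reads an exon of MIB1 was not analysed. Relative rises were at least 18.5-fold in the calcium channel CACNA1D (probe set 2624399), 5.10-fold in the muscarinic receptor CHRM2 (3026265), 3.08-fold in CNTNAP2 (3030027), 4.00-fold in GATA4 (3086118), 9.03-fold in MASP1 (2709670), 4.91-fold in CORO6 (3751597), 4.54-fold in ERBB3 (3417291) and 2.80-fold in KRT17 (3747451). The reference holds only probe sets above 70 in both groups and can change less than the gene value. On the log2 scale the reference changed by 0.52 for CACNA1D and 0.58 for GATA4, and the gene value by 1.87 and 1.72. Such relative rises were not told apart from a rise of the whole gene, and their folds are lower limits only against that reference. RABGAP1L (2368132) and MBD2 (3808623), above 70 in both groups, had an SI of -3.93 and -3.39. Relative falls were at least 2.36-fold in the sodium channel SCNN1A (3441893), 4.75-fold in the kinase LCK (2328860), 3.26-fold in FEZF1 (3070284), 6.96-fold in SOX21 (3521084) and 2.29-fold in SLC4A11 (3895343). For COL15A1, AGMAT, POLR3A and COCH the probe sets called by limma were not past 2-fold with values below 70 set to 70.
Of the 1331 genes that were tested by SI and past the gene threshold, 901 held an alternative probe set. Where probe sets had to be above 70 in both groups, 1865 were relatively higher and 1583 relatively lower, and 1977 genes held an alternative probe set, and with a reference change under 1.5-fold 1974 did. With the methods' t-test after Benjamini-Hochberg adjustment, 12 genes did, and before that adjustment the number of genes with an alternative probe set was 3294.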

Of the alternatively regulated genes (ARGs) containing one or more alternative exons, 42% (876) had alternative exons with prior evidence of AS (defined here as alternative or mutually exclusive cassette exons, alternative splice sites, exon-bleeding [15], alternative-C-terminal exons or retained introns; see Figure 2A), 8% (170) had an alternative promoter (AP), and 7% (152) had both; the remainder occurred in constitutive exons (Dataset S2). Thus, our analysis predicts that 3% of all Ensembl genes examined (876 of 29,151) are alternatively spliced relative to 10% (3,044 of 29,151) differentially expressed during the differentiation of hESCs to CPs.

**Table 1:** Alternative gene regulation during CP differentiation.

	*Genes (n)*	*Genes examined (n)*
**Differentially expressed genes**	**3,044**	29,151
**Genes with alternative exons (ARGs)**	**2,106**	13,583
Alternative splicing (AS)	876	
Alternative promoter (AP)	170	
AS and AP	152	
No evidence of AS or AP	908	

Number of genes differentially expressed and alternatively spliced. Gene expression values were calculated for 29,151 Ensembl gene identifiers, of which only 13,583 were examined for AS. Genes examined for AS were required to have constitutive annotated probe sets expressed in both undifferentiated H9 ESCs and derived CPs. Transcriptional activity of genes was determined by using either constitutive probe sets, if present, or all probe sets, when not present. Genes with alternative exons are unique Ensembl genes reported by AltAnalyze with alternatively expressed probe sets. Genes with alternative exons only aligning to AS annotations or only to AP annotations are reported along with genes that associate with both AS and AP (multiple exons or one exon with multiple annotations) and no evidence of AS or AP.

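In CPs, kinase genes held probe sets that departed from the rest of their gene more often than other genes did, and helicase genes did not pass the same test unless probe sets had to be above 70 in both groups or either of 2 particular arrays was left out. Of 255 tested serine/threonine kinase genes, 91 (35.7%) had an alternative probe set, against 25.1% of the other genes (odds ratio 1.65, two-sided Fisher's exact test, adjusted p = 0.000400 over the 6 gene classes). The called probe sets included those of the doublecortin-like kinase DCLK2 (probe set 2747224, SI of 3.30), the guanine nucleotide exchange factor kinase KALRN (2639816, 3.28), the activin receptor ACVR2A (2509586, 2.92) and CAMK2A (2881304, 2.57), all relatively higher in CPs. These 4 were below 70 in hESCs, and with values below 70 set to 70 their SI was 1.78, 0.42, 0.031 and 1.01. Of 114 helicase genes, 34 (29.8%) had an alternative probe set against 25.3% of the others (odds ratio 1.26, Fisher's exact test, adjusted p = 0.279). CHD9 (3660888, 1.97) and DDX47 (3405546, 1.62) held relatively higher probe sets and CHD3 a relatively lower one (3709271, -1.60). Genes with more probe sets have more chances of a call: against genes matched on that number, the median draw gave 82 kinase genes (adjusted p = 0.379 over 10000 draws) and 41 helicase genes (adjusted p = 0.333). The helicase share passed Fisher's test with probe sets above 70 in both groups (21.9%, adjusted p = 0.0266), without hESC replicate 3 (32.5%, adjusted p = 0.0222) and without CP replicate 1 (34.5%, adjusted p = 0.0189), and the call on the CHD9 probe set was lost in 5 of the 6 fits that left out 1 array, with an adjusted p of up to 0.0909. That probe set was below 70 in hESCs, and with values below 70 set to 70 the CHD9 SI was 0.83.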

As in earlier studies of NP differentiation [10], pathway analysis of all alternative exons showed that serine/threonine protein kinases and genes with helicase activity were highly enriched during differentiation to CPs. We also found over-representation of actin cytoskeleton, RNA splicing, cell-cell adherens junction, chromatin binding, regulation of muscle contraction, and cell cycle checkpoint genes, among others, using the program GO-Elite (Dataset S4).

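Genes of muscle contraction held alternative probe sets most often of the 6 classes tested. Of 28 tested, 22 (78.6%) had one, against 25.2% of the other genes (odds ratio 10.9, two-sided Fisher's exact test, adjusted p = 2.52e-08). Tropomyosin 1 (TPM1) had an SI of 3.62 at probe set 3597399, the intermediate filament gene DES 3.32 at 2528483, the sarcoglycan SGCA 3.03 at 3726262 and the phosphodiesterase PDE4D 3.01 at 2858257. With values below 70 set to 70 they were -0.21, 1.07, -0.015 and 1.51. Of 132 actin cytoskeleton genes, 64 (48.5%) had an alternative probe set (odds ratio 2.81, adjusted p = 2.52e-08 from the same test), with caldesmon (CALD1) at 2.94 for probe set 3025662 (0.79 with values below 70 set to 70). Of 162 RNA splicing genes, 55 (34.0%) did (odds ratio 1.52, adjusted p = 0.0208), including the nuclear matrix gene MATR3 with -2.54 at 2831152, SNRPN with 2.50 at 3584858 and SFRS12 with 2.46 at 2812572 (-0.42, 1.02 and 0.082 with values below 70 set to 70). Of 56 cell cycle checkpoint genes, 20 (35.7%) did (odds ratio 1.64, adjusted p = 0.107), among them the kinase WEE1 with 1.81 at 3319951, CHEK2 with 1.73 at 3956483, ZAK with -1.69 at 2516012 and TIPIN with 1.57 at 3630110 (-1.47 and 1.36 for ZAK and TIPIN with values below 70 set to 70). The probe sets of CHEK2, ZAK and TIPIN themselves changed little, from 7.88 to 8.08, from 6.21 to 5.88 and from 5.96 to 6.22 on the log2 scale. Their gene references changed by -1.54, 1.36 and -1.31, so most of their SI came from the reference. With probe sets above 70 in both groups the share was 67.9% for muscle contraction, 31.8% for actin cytoskeleton, 24.7% for RNA splicing and 25.0% for checkpoint genes, which then passed (adjusted p = 8.64e-10, 6.70e-07, 0.000773 and 0.0323 from Fisher's test). Against genes matched on the number of tested probe sets, muscle contraction (median draw 9 genes, adjusted p = 0.0012) and actin cytoskeleton (median draw 47 genes, adjusted p = 0.0096) stayed past the threshold. RNA splicing (median draw 51 genes, adjusted p = 0.571) and checkpoint genes (median draw 17 genes, adjusted p = 0.571) did not pass against such draws. The RNA splicing share lost its call without hESC replicate 2 (32.1%, adjusted p = 0.0518) and without CP replicate 3 (31.5%, adjusted p = 0.0637), and the call on the TPM1 probe set was lost without hESC replicate 2 or 3 (SI of 3.25 and 3.28). The TPM1 call was also lost with no filter on dim probe sets (adjusted p = 0.0538 from limma) and with the median of probe sets as reference (adjusted p = 0.0522 from limma).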

### Assessing the Impact of AS on Protein Domain and miRNA Binding Site Architecture

Although analysis of protein composition determined by AS is not entirely novel [32],[33], AltAnalyze has many novel features. For example, it incorporates protein, domain, and motif information from multiple protein annotation databases (UniProt, InterPro), detailed information on the competitive isoforms analyzed, and analyses of miRNA binding site predictions from multiple databases (PicTar, miRbase, miRanda and TargetScan). By default, domain/motif predictions are derived by comparing two protein isoform sequences—one that aligns to the alternative exon and another in which the exon is absent from the corresponding mRNA sequences (competitive isoforms). Since many aligning and nonaligning mRNAs can exist for each alternative exon, an algorithm is used to identify isoform pairs with the smallest differences in exon composition (Figure 2B). Identification of the corresponding protein (Ensembl or NCBI) or *in silico* translation of these competitive isoforms allows AltAnalyze to identify protein domain or motif sequences (InterPro and UniProt) that differ in the inclusion of a target exon between the two isoforms (competitive isoform analysis) (Figure 2C). An alternative method analyzing domain/motif regulation is also used, whereby the genomic coordinates of probe sets that correspond to an alternative exon are compared to the genomic position of all InterPro domains and motifs for that gene (direct genomic alignment) (Figure 2D and Text S1). Since AltAnalyze is a freely distributed software package, these analyses can easily be applied to any exon-array dataset.

### AS Modifies Predicted Protein Domain and miRNA Binding Site Architecture during Cardiac Differentiation

For alternative exons regulated during CP differentiation, predicted changes in domain/motif and miRNA binding site composition were examined with AltAnalyze. The majority of alternative exons during CP differentiation (79%), corresponded to competitive mRNA isoforms (sharing some exons, but not the probed exon) (Materials and Methods) (Dataset S2). Competitive isoform analysis predicted that one or more protein domains/motifs would be modified or absent in 62% of alternative exons. But with the direct genomic alignment method, only 32% of the alternative exons were predicted to affect domains/motifs. Although 27% of the direct genomic alignment predictions only occurred with this prediction method, these typically occurred in constitutive regions with no competitive isoforms identified. Thus, many of the domain/motif changes predict by competitive isoform analysis occurred as result of indirect protein differences (e.g., protein truncation), while others could only be identified with the direct genomic alignment method.

To determine whether certain domains or motifs were over-represented by both methods, we examined the associated over-representation z scores and permutation-based p values for all CP differentiation ARGs (Materials and Methods). Using either the competitive isoform or direct genomic alignment methods, AltAnalyze identified over-representation of the laminin globular domain, myosin head motor region, and spectrin, plectin, collagen triple helix and rho-binding repeats. In addition, competitive isoform analysis alone identified the KCNQ, C-terminal and metalloprotease regions, and the actin-binding, spectrin-actin binding, KH, CUB, FERM, IQ, SH3, and protein kinase domains. Direct genomic alignment identified the START lipid-binding, semaphorin and Dbl homology domains, among others. Several of these same elements were also enriched with the AltAnalyze analysis of NP differentiation, including spectrin repeats and CUB, FERM, IQ, SH3, and the laminin globular and actin-binding domains (Datasets S2 and S3).

In addition to protein domains/motifs, 12.5% of ARGs associated with CP differentiation (264 of 2,106) resulted in the predicted gain or loss of at least one miRNA binding site (Table 2). Nearly half of the miRNA binding site changes (129 of 264) were in an exon with evidence of AS, often as a result of intron retention, exon bleeding, or an alternative C-terminus; the remainder were in a constitutive exon with a variable 3′ length and thus are not likely due to AS (Dataset S2).

**Table 2:** Regulation of miRNA binding sites during CP differentiation.

	*Genes (n)*	*Total genes (n)*
**Differentially expressed miRNAs**	**26**	216
**ARGs with miRNA binding sites**	**264**	11,085
Upregulated in hESCs	202	
Downregulated in hESCs	60	
Up- and downregulated in hESCs	2	

Transcriptionally regulated genes annotated as miRNAs and genes containing alternative exons overlapping with predicted miRNA binding sites. Analysis of gene transcription data from the Affymetrix exon array, highlights 26 Ensembl annotated miRNA genes differentially expressed with CP differentiation (up- or downregulated >2 with a *t* test p<0.05) out of 216 probed on the array and in Ensembl. Of the 13,583 genes analyzed for alternative exon expression, 11,085 had probe sets containing at least one predicted miRNA binding site. The pattern of alternative exon expression is indicated for hESCs relative to CPs. Upregulation indicates that the alternative exon containing a putative miRNA binding site is expressed at a higher level in hESCs than CPs, relative to constitutive expression levels. Genes with up- and downregulation of miRNA binding sites indicates that more than one alternative exon with miRNA binding site(s) was present having opposite expression patterns.

Interestingly, a recent study also observed alternative expression of exon regions containing miRNA binding sites, when these cells began to actively divide [34]. This study was performed with the mouse Affymetrix exon array and revealed shorter untranslated regions (UTRs) and fewer miRNA binding sites in the mRNAs of proliferating CD4 positive T lymphocytes. Similarly, fewer predicted miRNA binding sites were found in pluripotent REX+ hESCs than in CPs (204 downregulated alternative exons with binding sites in hESCs out of 264, χ^2^ p<0.01). The same trend was observed for NPs versus hESCs (Datasets S2 and S3). Thus, a loss of miRNA binding sites may be common to actively dividing cells. Using the same analysis applied to domains and motifs, only one miRNA binding site was over-represented among ARGs in CP differentiation (hsa-miR-219) and only one for NP differentiation (hsa-miR-487a). Neither miRNA has previously been associated with ESC differentiation.

### AltAnalyze Identifies Known Differentiation Splicing Events That Correlate with Altered Protein Function

Several predicted splicing events identified in CPs were verified in previous analyses of hESC differentiation. These included genes that underwent AS in the differentiation to NPs (SLK, SORBS1 [10], and NFYA [35]) and in cardiac/muscle differentiation (ATP2A2 [36],[37], NF1 [38], PKM2 [39], and ANXA7 [40]). 

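In the arrays of hESCs and CPs, NF1, a negative regulator of Ras, had 1 of 69 tested probe sets relatively higher in CPs and 2 relatively lower, by the limma test on the SI. The relatively higher one, 3717096, had an SI of 1.01 (standard error 0.14, adjusted p = 0.00500 from limma). No tested NF1 probe set had a larger SI, and the paper's Table 3 prints a larger relative rise in CPs for its NF1 event. The transcription factor gene NFYA had 1 relatively higher probe set of 20, 2906617, with an SI of 1.04 (adjusted p = 0.00824 from limma). Both probe sets were below 70 in hESCs, and with values below 70 set to 70 the SI was 0.84 for NF1 and 0.61 for NFYA. NF1 itself rose 2.05-fold as a gene (adjusted p = 0.000100 from limma). The NF1 log2 change was 0.97 without hESC replicate 2 and 0.95 without CP replicate 1, under the 2-fold threshold, and the SI of NF1 probe set 3717096 was 0.99, 0.98 and 0.87 without hESC replicate 1, hESC replicate 3 and CP replicate 2. That SI was also under the threshold with quantile normalization (0.995) and with a median reference (0.973). With the median of probe sets the NF1 log2 change was 0.947. Where no probe set is named by the paper for an event, the largest in the direction of Table 3 is given. It was picked by its size and may not be the one that reads the event.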

SLK had one of the largest exon inclusion SI scores in hESCs, and ANXA7 had one of the largest in CPs. 

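SLK, a serine/threonine kinase, lost signal at a single probe set in CPs while the rest of the gene did not fall. The probe set that the supplementary table lists for SLK was at 8.22 in hESCs and 6.41 in CPs on the log2 scale, whereas the gene reference of 27 probe sets changed by 0.44. Its SI was -2.25 (standard error 0.14, adjusted p = 0.000240 from limma, n = 3 arrays per group), and it was the only one of 28 tested probe sets of the gene past the test. ANXA7, a calcium-dependent membrane-binding annexin, showed the opposite: 1 of 18 tested probe sets, 3294457, was below 70 in hESCs and relatively higher in CPs by at least 3.47-fold (adjusted p = 0.000134 from limma). The ANXA7 reference of 16 probe sets changed by -0.33.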

RT-PCR analysis of six of these AS events (ANXA7, ATP2A2, NF1, PKM2, SLK, and VCL) in REX+ hESCs and CPs verified the expected changes in isoform expression (Figure 3A–C).

**Figure 3:**
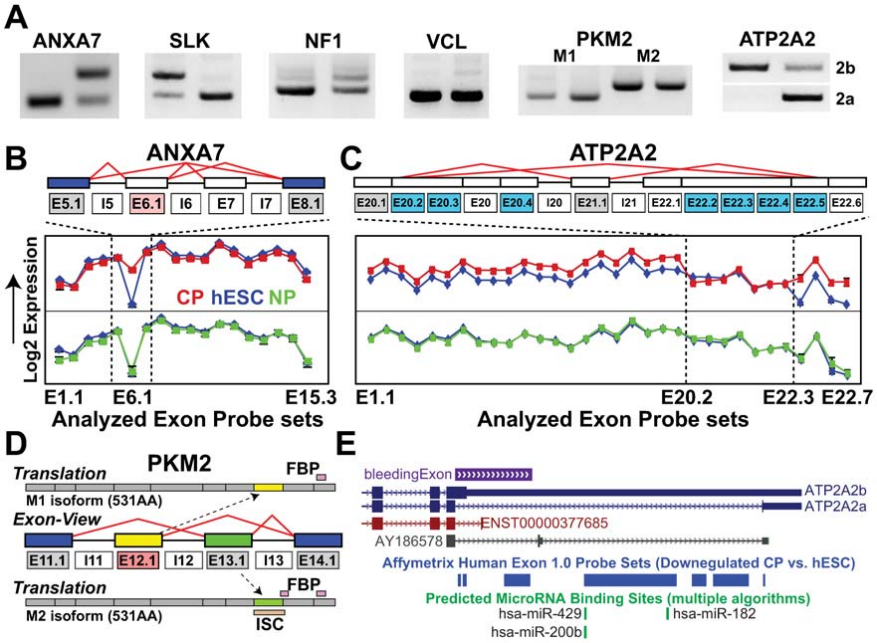
Analysis of verified AS events identifies novel functional associations. (A) Expression of splice isoforms confirmed by RT-PCR of genes with prior evidence of AS. ANXA7, SLK, NF1, and VCL were confirmed with flanking primers, and PKM2 and ATP2A2 with isoform-specific primers. DNA agarose gel images, with REX+ hESCs RNA on the left side of the gel and CPs on the right. (B–C) Exon structure (top graphic) and expression profiles (bottom graphic) for ANXA7 and ATP2A2. (B) SI fold changes are shown for probe sets aligning to exons and introns in the prototype Cytoscape plugin SubgeneViewer. Light red boxes indicate upregulation for CP versus hESC; blue boxes, downregulation; gray boxes no significant change; white boxes no probe set detected above expression thresholds. Probe set expression values (log2) are displayed for both CP (top graphs) and NP differentiation (bottom graph), ranked in order of genomic position on the *x*-axis. Blue data points indicate hESC expression; red data points indicate CP expression; green data points indicate NP expression. (D) Domain/motif annotations for each PKM2 alternative isoform (M1 and M2). The two mutually exclusive isoforms produce proteins differing in the predicted inclusion of an FBP binding region and intersubunit contact (ISC) sequence as defined by UniProt. Yellow and green mutually exclusive exons are shown relative to the translated position of these exons in resulting proteins. (E) miRNA binding sites that overlap with the last intron of ATP2A2. Exons for ATP2A2 transcripts (solid dark blue, red, and black boxes) are displayed 5′ to 3′ (forward strand) along with UCSC splicing annotations (purple box), and aligning probe sets, downregulated in CPs versus hESCs (blue boxes). These downregulated probes sets correspond to those shown in panel C. ATP2A2 isoforms 2a and 2b are indicated. The term ”multiple algorithms” indicates that two or more miRNA binding site prediction algorithms (PicTar, miRanda, miRbase or TargetScan) predicted a binding site in aligning probe sets.

At least three of these verified AS events correspond to modified protein function/expression, producing differences in cell metabolism (PKM2) [41],[42], signaling (VCL) [43], or mRNA stability (ATP2A2) [36]. In each case, AltAnalyze predicted the regulation of protein domains or motifs previously associated with these differences. In the case of PKM2 or pyruvate kinase, two isoforms (M1 and M2) are expressed through mutually exclusive splicing (mutual gain and loss of a cassette exon) [39]. Although the two alternatively spliced exons are the same length (167 base pairs) and have 60% protein sequence identity to each other, they differ in their tissue developmental expression patterns, protein motif composition, and *in vivo* functions [39]. M1 is largely present in normal adult heart, skeletal muscle, and brain and is not allosterically regulated by fructose-1,6-bisphosphate (FBP). M2 is present only during embryonic development and in tumors, is regulated by FBP, and promotes proliferation [41],[42]. Isoform expression levels and protein predictions by AltAnalyze matched the previously identified motif changes corresponding to functionally relevant differences in these proteins (loss of the UniProt-defined FBP binding region and intersubunit contact and upregulation of the M1 exon in CPs) (Figure 3D).

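The glycolytic enzyme gene PKM2 had 30 tested probe sets, of which 1 was relatively higher in CPs and none was relatively lower by the limma test on the SI. That probe set, 3631984, had an SI of 2.50 (standard error 0.16, adjusted p = 0.000284 from limma), a 5.64-fold relative increase in CPs. The gene as a whole had a log2 change of 0.48 (standard error 0.07). Which of the mutually exclusive exons this probe set reads was not analysed here.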

For vinculin (VCL), the gain of a vinculin/alpha-catenin sequence by AS is associated with altered ligand binding properties of the muscle form of the protein [43]. For this same alternative exon, AltAnalyze predicted the same previously reported protein sequence difference. 

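VCL, which links integrins to actin at cell junctions, had 3 of 35 tested probe sets relatively higher in CPs and none relatively lower by the limma test. The largest SI was 1.49 at probe set 3252104 (standard error 0.16, adjusted p = 0.00152 from limma). The gene value itself had a log2 change of 0.09 (standard error 0.11, adjusted p = 0.525 from limma).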

For ATP2A2 (cardiac sarco/endoplasmic reticulum calcium ATPase), intron retention of 4068 base pairs before the last exon increases the length of the cytoplasmic topological domain (45 amino acids [aa]) and 3′ UTR. Expression of the long C-terminal form (isoform 2b) of ATP2A2 (hESC-enriched) increases mRNA degradation of this transcript *in vitro* [36]. AltAnalyze similarly predicted that this AS event would increase the length of the cytoplasmic topological domain (UniProt), in addition to the inclusion of several putative miRNA binding sites (hsa-miRNA-429, 200b, and 182), each supported by evidence from multiple miRNA binding site prediction algorithms (Figure 3E). 

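ATP2A2, the calcium pump of the sarcoplasmic reticulum, rose as a gene while particular probe sets fell. Its gene value went from 9.32 ± 0.07 (SD, n = 3) in hESCs to 10.47 ± 0.30 (SD, n = 3) in CPs on the log2 scale, a log2 change of 1.15 (standard error 0.14, adjusted p = 0.000223 from limma). The 2 probe sets that the supplementary table lists for the event were at 9.81 and 9.59 in hESCs and at 9.10 and 9.05 in CPs. Relative to the gene reference their SI was -1.80 (standard error 0.13, adjusted p = 0.000333 from limma) and -1.63 (standard error 0.13, adjusted p = 0.000580). Of 36 tested probe sets, 5 were relatively lower in CPs and 4 relatively higher. Without CP replicate 1 the ATP2A2 log2 change was 0.99, under the 2-fold threshold.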

CPs had decreased expression of the retained intron containing these miRNA binding sites relative to hESCs. Interestingly, two of these miRNAs, miRNA-200b and miRNA-182, were highly enriched in CPs derived from mouse ESCs [44], suggesting a possible mechanism for the increased degradation of the long 3′UTR form. Thus, AltAnalyze suggested a new mechanism for the regulation of ATP2A2 expression by AS.

### Regulation of Distinct Pathways for Cardiac- and Differentiation-Associated Splicing Events

The combination of cardiac and neural differentiation data provides a unique opportunity to define molecular profiles unique to or in common to specific differentiation paradigms. To identify AS events during CP differentiation that correspond to CP-specification or inhibition/promotion of differentiation, we used two-way ANOVA to compare alternative isoform expression between cardiac and neural differentiation (Materials and Methods). Considering the large number of well-characterized cardiac, neural, and hESC markers, we initially applied this method to transcriptionally regulated genes for the two differentiation paradigms. Of 3,044 differentially expressed CP genes, 1,962 had a common CP-NP differentiation expression pattern in cardiac and neural differentiation (differentiation p<0.05), and 951 were preferentially regulated during CP differentiation (interaction p<0.05). As predicted, genes with the lowest ANOVA differentiation (common to CP and NP differentiation) p value corresponded to key pluripotency factors (e.g., LIN28, OCT3/4) and pathways (cell cycle control and regulation of pluripotency). Likewise, genes with the lowest ANOVA interaction (differing in CP and NP differentiation) *p* value corresponded to well-described cardiac markers (e.g., TNNC1, TNNI1, TNNI3, MYH6, MYH7, PLN, GATA4, GATA6, NPPA, TBX5, TBX20) and pathways (early cardiac developmental, muscle proliferation, cardiac muscle contraction) when analyzed with GO-Elite (Figure S1).

When applied to alternative exons regulated during CP differentiation, this ANOVA method identified 565 genes with a common CP-NP differentiation expression pattern and 414 genes with a CP-specific expression pattern (Figure 4A, B). In both groups, we considered only alternative exons associated with AS annotations by AltAnalyze. Three AS events identified from previous studies (SORBS1, SLK, and ATP2A2) were among the top 26 ranked genes (ANOVA p) in the two expression pattern groups examined.

**Figure 4:**
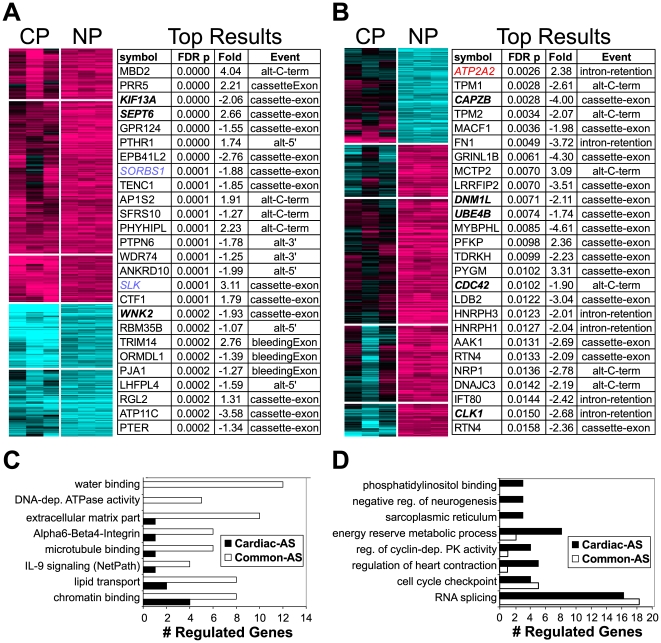
Genes with common CP-NP or CP-specific AS patterns associate with distinct pathways. AS predictions with evidence of (A) a common CP-NP differentiation or (B) a CP-specific expression pattern, relative to undifferentiated hESCs. Adjacent to each heatmap are alternative exons, ranked according to the ANOVA false-discovery rate (FDR) p value. Next to this p value, are the SI fold changes reported by AltAnalyze (negative values indicate increased alternative exon expression in CPs and vice versa). Gene names in blue have prior evidence of AS during hESC differentiation; genes in red have prior evidence of AS during cardiac differentiation. Genes associated with GO terms and WikiPathways are graphed that are overrepresented in genes with a (C) common CP-NP or (D) CP-specific AS pattern.

When pathway analysis was applied to AS genes with a common CP-NP differentiation splicing pattern, the most enriched ontology categories/pathways were water binding, RNA and chromatin binding, integrin-mediated signaling, microtubule binding, extracellular matrix, and lipid transport (Figure 4C). In contrast, AS genes with a CP-specific pattern were enriched in pathways for phosphatidylinositol binding, sarcoplasmic reticulum, negative regulation of neurogenesis, regulation of heart contraction, Wnt receptor signaling, and regulation of cyclin-dependent protein kinase activity. Both sets were enriched in serine/threonine kinases, helicases, actin cytoskeletal, RNA splicing, and cell cycle checkpoint genes (Figure 4D and Dataset S4). These results imply that the loss of pluripotency corresponds to AS of genes that regulate transcription, cell-cell contact formation, and metabolism, while cardiac-enriched events favor contractile pathways, inhibition of neurogenesis, and Wnt signaling (Dataset S4).

### Confirmation of CP Differentiation AS by RT-PCR

Fifty alternative exons with a CP-specific or common CP-NP differentiation pattern were selected for further confirmation and in-depth analysis of domain/miRNA binding sites. When applied to a previously described dataset with comprehensive validation (knockdown of the splicing factor PTB) [45], AltAnalyze identified a high percentage of true-positive splicing events (Text S2). To better assess the impact of splicing on predicted domain/miRNA binding site composition, genes containing such predictions with few alternative exons were preferentially tested. RT-PCR analysis confirmed 44 of the 50 target alternative exons, with 37 displaying significantly larger shifts in isoform expression than the rest (Figure 5 and Figure S2). The six failed primer sets produced either inconclusive results or missing PCR products. For all genes except VCL, only one alternative exon per gene was tested, even if multiple exons were predicted.

**Figure 5:**
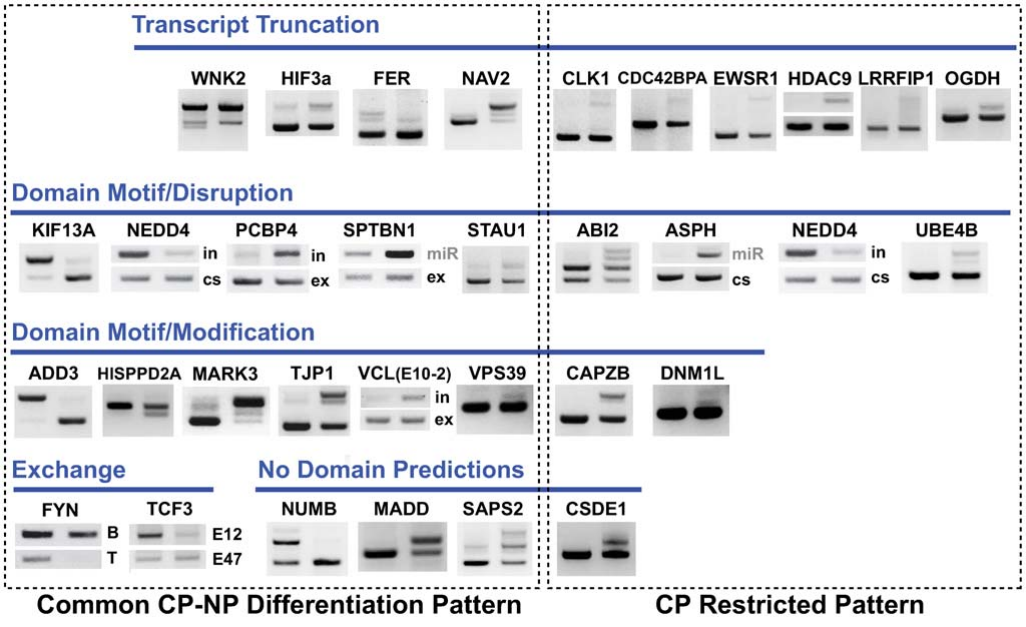
Genes with confirmed AS events have distinct domain-level changes. RT-PCR results for a panel of predicted CP differentiation-splicing events with both a common CP-NP differentiation and CP-specific ANOVA pattern. Genes are categorized based on predicted domain/motif changes: truncation, disruption, modification, exchange or no associated predictions. The higher band in each gel image is the longer isoform with exon inclusion (in); the lower band is the shorter isoform with exon exclusion (ex), unless indicated as a constitutive (cs), mutually exclusive (mx), or miRNA (miR)-containing exon. Additional confirmed genes are shown in Figures 3 and 7 and are further described in Table 3.

Genes with some of the most pronounced confirmed changes and a common CP-NP differentiation AS pattern included those encoding serine/threonine kinases (SLK, FER, FYN, MARK3), spectrin-actin binding (SPTBN1, ADD3), cell cycle (MADD, PCBP4, SEPT6), and cell-cell communication (TJP1) proteins. Similarly regulated genes with a CP-specific AS pattern included those encoding calcium signaling (ASPH, ANXA7, ATP2A2), cell metabolism (PKM2, OGDH), cell cycle (NUMB, UBE4B, CSDE1, NF1, ANXA7), and double-stranded RNA binding (STAU1) proteins. Several of these confirmed AS events appeared to have cardiac/muscle-specific and common CP-NP differentiation patterns when examined with the entire adult tissue/cell line exon-array panel. This was the case for the genes KIF13A and CSDE1, each of which showed the highest alternative exon expression for hESCs or cardiac/muscle cells, respectively, when compared to all other tissues and cells (Figure 6A–B). Thus, most of the examined alternative exons have expression patterns consistent with those predicted by AltAnalyze and appear to mimic those in adult tissues.

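In the arrays, kinase, spectrin-actin and cell cycle genes of this group each held a probe set that moved apart from its gene. SEPT6, a septin of the cytoskeleton, had an SI of -2.14 at the probe set listed for its event (standard error 0.19, adjusted p = 0.000795 from limma), which was at 8.48 in hESCs and 6.67 in CPs. ADD3, an adducin that caps actin at the membrane skeleton, had -1.92 at its listed probe set (standard error 0.17, adjusted p = 0.000795). For the spectrin SPTBN1, 14 of 67 tested probe sets were relatively higher in CPs and 5 relatively lower. The tight junction gene TJP1 had 3 relatively higher probe sets of 40, the largest SI being 2.15 at 3615612, and the kinase MARK3 had 1 of 27, with 1.44 at 3553750. The kinases FYN and FER had 2 of 22 and 1 of 23 relatively lower, the lowest SI being -1.45 and -1.17. The FER probe set 2823383 itself was at 6.60 in hESCs and 6.68 in CPs, while the gene reference changed by 1.25. Its call was lost without hESC replicate 1 (SI of -0.83), without hESC replicate 3 (-1.09), without CP replicate 2 (-1.03) and without CP replicate 3 (-1.08). Of the 43 genes of Table 3, 40 could be tested here, and all 40 held at least 1 probe set past the limma test in the direction of Table 3. Random draws at the call rate of genes matched on the number of tested probe sets gave a median of 10 over 10000 draws and at most 24 (simulation test by binomial draws, one-sided p = 0.0001, the smallest the draws can give). The study chose these genes on these samples, so neither this count nor the p is independent evidence. A probe set past the test need not be the one that reads the event. With the methods' t-test after Benjamini-Hochberg adjustment, 0 of these genes held such a probe set, and without the adjustment 40 did. With probe sets above 70 in both groups 28 did.

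**Figure D2:**
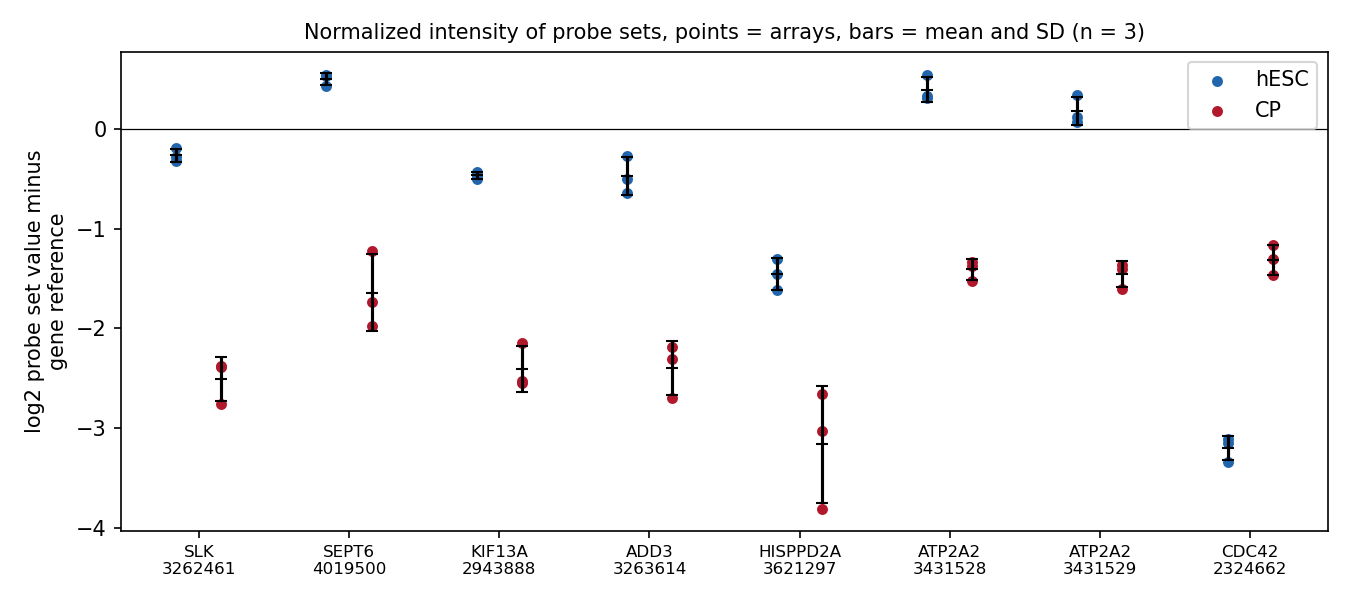
Log2 value of 8 probe sets, each minus the gene reference of the same array, in the 3 hESC arrays (blue) and the 3 CP arrays (red), with mean and SD. The groups do not overlap for any of the 8, and CDC42 is the one that is higher in CPs, with an SI of 1.89.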

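OGDH, an enzyme of the citric acid cycle, had 1 of 27 tested probe sets past the test, 2999971, which was below 70 in hESCs and relatively higher in CPs by at least 2.58-fold (adjusted p = 0.00236 from limma). The RNA-binding gene STAU1 had 3 of 25 relatively higher in CPs (largest 1.37 at 3908819) and the ubiquitin ligase UBE4B 4 of 42 (largest 1.78 at 2319588). By the gene test OGDH, STAU1 and UBE4B had log2 changes of 0.04, 0.15 and -0.23, all under the 2-fold threshold.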

**Figure 6:**
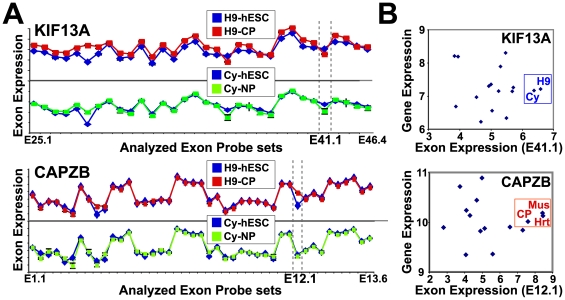
Comparison of differentiation and tissue AS patterns. (A) For the genes KIF13A and CAPZB, log2 expression values for exon aligning probe sets are shown; probe sets are ranked in order of genomic position on the *x*-axis and expression values are plotted on the *y*-axis. (B) For both genes, relative exon-inclusion is assessed for CP and NP differentiation conditions and 11 adult tissue conditions by plotting the mean constitutive gene expression (*y*-axis) against the expression of the interrogated alternative exon (*x*-axis). Each diamond represents a distinct tissue. For KIF13A, exon 41 (E41) is most highly expressed in the hESC lines (H9 and Cythera), suggesting E41 inclusion is greatest in hESCs. For CAPZB, exon 12 (E12) is most highly expressed in muscle (CP, heart and muscle). H9 = REX+ hESC, Cy = Cythera hESCs, Mus = muscle, Hrt = heart.

### Identifying Splicing Events Predicted to Modify Protein Function

The possible effects of AS on protein function are diverse and therefore challenging to predict bioinformatically. Since AltAnalyze identified confirmed domain/motif changes that correlate with changes in protein function (e.g., PKM2 [41],[42] and VCL [43]), we chose to further explore AltAnalyze's predictions for the 44 confirmed alternative exons. These analyses are useful for evaluating how splicing may impact protein domain/motif inclusion and composition for future validation studies.

### High Degree of Specificity of Domain-Level Protein Predictions

Of the 44 confirmed splicing events for CP differentiation, 34 were initially predicted to alter protein domain or motif composition (Table 3). Although validation of these events requires careful *in vitro* analyses, to evaluate the specificity of AltAnalyze protein predictions, we examined the genomic overlap of an alternative exon with domains/motifs (direct genomic alignment) and performed a more exhaustive competitive protein analysis to determine whether any comparisons yield an absence of changes in domain/motif composition (Text S1). This exhaustive method examines all possible competitive protein isoform pairs and selects the pair that produces the smallest overall differences in protein sequence and domain/motif predictions.

**Table 3:** AltAnalyze functional predictions for confirmed CP differentiation AS events.

Gene symbol	ANOVA pattern	SI	Exon ID	GE fold Δ	Exon annotations	Δ protein length	Primary functional change
CSDE1	cardiac	−4.01	E3	0.05	cassette exon	767->767	
MADD	diff	−2.04	E28	0.24	cassette exon	1608->1581	
NF1	cardiac	−2.28	E57	1.07	cassette exon	2127->2145	
NUMB	diff	1.59	E14	−0.1	cassette exon	651->603	
SAPS2	diff	−2.27	E3|E4	0.17	cassette exon	932->966	
**Transcript Truncation**							
CDC42	diff	−1.94	E9-1	0.25	alt-C-term	116->191	miRNA (gain), GTPase Rab/Ras/Rho (gain)
CDC42BPA	cardiac	−1.8	E37	0.28	cassette exon	1719->1045	Kinase (loss), PAK box Rho BIND (gain/loss)
CLK1	cardiac	−2.83	I7	0.4	intron-retention	454->134	Kinase, H+ acceptor (loss)
EWSR1	cardiac	−2.03	E16-2	−0.3	intron-retention	600->146	DNA BIND, RRM (loss)
HDAC9	cardiac	−3.12	E4	0.78	cassette exon	1066->21	Interaction w/MEF2, HDAC region (loss)
HIF3A	diff	−1.67	E8-3	0.06	Alt-5′	237->363	DNA BIND, HLH, PAS, Nuc_translocat (gain)
LRRFIP1	cardiac	−3.34	E5 to E9	0.68	cassette exon	752->640	DNA BIND, PT, PS (loss)
NAV2	diff	−2.96	E21|E22	0.77	cassette exon	1493->2429	Calponin_act_bd, Na_channel4 (gain)
OGDH	cardiac	−3.14	E6	−0.04	cassette exon	1023->567	2 oxoglutarate_DH_E1, Transketo_Cen_R (loss)
WNK2	diff	−2.16	E28	−0.28	cassette exon	45->1004	Kinase, H+ acceptor, PS (gain)
FER	diff	1.47	E4	1.54	cassette exon	163->822	Kinase, H+ acceptor, SH2 (gain)
**Disrupted Domains/Motifs Sequences**							
ABI2	cardiac	−1.8	E9	−0.19	cassette exon	401->513	Neu_cyt_fact_2 (gain)
ANXA7	cardiac	−4.04	E6	−0.32	cassette exon	466->488	Annexin (gain/loss), Pro-rich (loss)
ASPH	cardiac	−1.66	E7|E8	0.96	cassette exon	313->225	miRNA, Asp-b-hydro N-term (gain/loss), Cytoplasmic/Lumenal Topo, PS (loss)
ATP2A2	cardiac	1.42	E20|E22	1.38	bleedingExon	1042->997	miRNA, Cytoplasmic Topo (loss)
KIF13A	diff	2.03	E41	1	cassette exon	1805->1770	PS (loss)
NEDD4	diff	1.12	E7	−0.02	cassette exon	1000->1247	C2 Domain (loss)
PCBP4	diff	1.35	E6-3	0.39	intron-retention	369->397	KH 1 (loss)
SPTBN1	diff	−1.96	E34-2	0.45	bleedingExon	2377->2155	miRNA (gain), Carbohyd-O-linked, Spectrin, PH (loss)
STAU1	diff	−1.52	E7	−0.04	cassette exon	496->577	dsRNA BIND (gain)
UBE4B	cardiac	−1.97	E9	−0.41	cassette exon	1173->1302	Phosphopantetheine attachment (loss)
**Exchanged Domain/Motif Sequences**							
FYN	diff	1.57	E12	−0.1	cassette exon	534->482	Kinase (gain/loss)
PKM2	diff	−2.64	E12	0.32	cassette exon	531->531	Kinase (gain/loss), ISC, FBP, PT (loss)
TCF3	diff	−1.33	E18	−0.75	cassette exon	654->651	AnnexinVII (loss), bHLH (gain/loss)
**Modified Domain/Motif Sequences**							
ADD3	diff	2	E16	0.26	cassette exon	706->674	Oxred_Ald_Fedxn_C-term (gain/loss)
CAPZB	cardiac	−3.77	E12	−0.21	cassette exon	272->277	Factin_cap_beta (gain/loss)
DNM1L	cardiac	−2.18	E3	−0.1	cassette exon	736->751	Dynamin GTPase (gain/loss)
HISPPD2A	diff	1.68	E49-1	−0.17	alt-5′|cassette exon	1433->1412	HisAc_phsphtse (gain/loss)
MARK3	diff	−1.52	E19	0.04	cassette exon	729->744	Kinase (gain/loss)
SLK	diff	2.44	E15	0.64	cassette exon	1235->1204	Kinase like (gain/loss)
TJP1	diff	−2.27	E24	−0.03	cassette exon	1676->1748	ZU5 Domain (gain/loss)
VCL	diff	−1.08	E23	−0.1	cassette exon	1066->1134	Vinculin/catenin (gain/loss)
VCL	Diff	−1.64	E10-2	−0.1	alt-5′	1066->222	Vinculin/catenin, PS, PT (loss)
VPS39	Diff	−1.53	E3	0.08	cassette exon	875->886	Citron homology, WD40 (gain/loss)
**miR binding site(s)**							
C6orf134	Cardiac	−1.37	E11	0.19	alt-C-term	398->300	miRNA (gain)
DERP6	Diff	−1.68	I8	−0.45	intron-retention	316->279	miRNA (gain)
LEFTY1	Diff	1.19	E4	−0.68		366->366	miRNA (loss)
MAFB	Diff	−1.01	E1-5	0.41		323->323	miRNA (gain)
SEPT6	Diff	2.4	E11	0.59	cassette exon	427->429	miRNA (loss)

Splicing, protein, and miRNA binding site annotations are shown for alternative exons confirmed by RT-PCR. For each alternative exon, the corresponding gene name (Gene symbol), ANOVA AS differentiation pattern (ANOVA pattern: diff = common CP-NP differentiation, cardiac = CP-specific), splicing index (SI) fold change, relative AltAnalyze exon/intron position in the gene structure (Exon ID), gene-expression (GE) fold change (Δ) for the gene, AS annotations that correspond to the Exon ID, change in predicted protein length (length of the competitive protein isoforms in hESC->CP), and top corresponding domain/motif or miRNA binding site annotations (Primary functional Δ). Negative SI fold changes indicate increased alternative exon expression in CPs and vise versa. For primary function Δ annotations, gain indicates the increase in the expression of an alternative exon overlapping with that domain in CPs versus hESCs, a loss indicates a relative decrease in expression and a gain/loss indicates that the domain/motif is present in both protein isoforms but with different sequence. PS = phosphoserine modified residue, PT = phosphotyrosine modified residue, miRNA = miRNA binding site. Complete annotations can be found in Dataset S2.

Twenty-two of the 34 alternative exons were predicted to have domain/motif changes with both direct genomic alignment and competitive isoform analysis. These alternative exons should directly change the sequence or disrupt a domain/motif and thus represent higher-confidence predictions. Only one gene, LEFTY1, was predicted to alter the sequence of a domain (transforming growth factor β) with direct genomic alignment and not the competitive isoform analysis. In all but four of these 34 alternative exons, changes in domain/motif composition were also predicted by the exhaustive comparison method. Three of these four alternative exons were present in both untranslated and coding regions of the different possible isoforms. Since the exhaustive method is biased towards selection of competitive isoforms that produce no change in domain/motif composition, only competitive isoforms where the alternative exon was present in an untranslated region were selected. Of the remaining 30 alternative exons, 17 had identical domain/motif predictions with the exhaustive and the original competitive isoform analysis and 13 had almost identical predictions (largely the same but sometimes fewer domain/motif changes) with the exhaustive method (Dataset S2). Thus, several of the domain/motif changes were only found with the competitive isoform analysis and not with direct genomic alignment or the exhaustive methods. However, it is unclear which predictions are false positives, since AS of a single exon could theoretically co-segregate with other AS or AP events in the same transcript.

### Impact of Domain-Level Predictions on Known Biology

Predicted changes in protein domain/motif composition for confirmed splice events could be classified into four groups: truncation, disruption, exchange, and modification (Figure 5). For protein truncation or disruption, we can infer potential functional consequences of the domain/motif change based on known biology of the protein and its interactions. For exchange or modification, we can only speculate that the protein function differs from that of the characterized isoform(s).

### Protein Truncation with CP Differentiation

Nine of the confirmed AS events (CDC42, CLK1, EWSR1, FER, HDAC9, LRRFIP1, OGDH, VCL (exon 10-2), and WNK2) were predicted to introduce a premature stop-codon into the transcript, causing either protein truncation (>30% decrease in protein length) or absence of translation (e.g., nonsense-mediated decay) [6]. 

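Most genes of this group held probe sets that were relatively higher in CPs. LRRFIP1 had 7 of 39 tested probe sets relatively higher and 4 relatively lower, with an SI of 3.52 at probe set 2534397 (standard error 0.14, adjusted p = 5.47e-05 from limma). The splicing kinase CLK1 had 4 of 16 relatively higher, the largest being 2.50 at 2594513, and 2 relatively lower. The kinase WNK2 had 3 of 58 (largest 2.07 at 3179779) and the RNA-binding gene EWSR1 3 of 38 (largest 1.73 at 3941947), each with none relatively lower. These 4 probe sets were below 70 in hESCs, and with values below 70 set to 70 the SI was 1.16 for LRRFIP1, 1.27 for CLK1, 1.53 for WNK2 and 0.88 for EWSR1. As genes, EWSR1 and WNK2 had log2 changes of 0.06 and -0.12 (adjusted p = 0.480 and 0.180 from limma).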

In the majority of cases, except for FER and LRRFIP1, no protein sequence was found in public databases for the truncated isoform; therefore, AltAnalyze produced theoretical protein sequences based on *in silico* translation. In four cases (WNK2, CLK1, HDAC9, EWSR1), the *in silico* predicted protein was 2–30% of the length of the competitive isoform and thus likely not to be translated. In addition to these C-terminally truncated proteins, N-terminal truncation of CDC42BPA, HIF3A and NAV2 resulted in substantially shorter protein sequences (35–39%) with a resulting loss in domain/motif predictions. There did not appear to be a bias towards increased protein truncation in CPs or hESCs.

Since these splicing events are predicted to significantly reduce protein size and domain/motif composition, there is a much higher likelihood that these changes would disrupt protein function or prevent protein translation. For example, in cardiomyocytes, the large upregulation (∼8-fold by AltAnalyze) of a cassette exon in the histone deacetylase HDAC9 protein is predicted to truncate the reference isoform from 1066 to 21 aa. 

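HDAC9, a histone deacetylase that binds MEF2 factors, had 4 of 33 tested probe sets relatively higher in CPs and none relatively lower by the limma test. Probe set 2991579, below 70 in hESCs, was relatively higher in CPs by at least 2.47-fold (adjusted p = 0.00740 from limma). HDAC9 as a gene had a log2 change of 0.79 (standard error 0.10), under the 2-fold threshold. Its single probe sets changed by -0.05 to 3.17 on the log2 scale, with 32 of 33 above zero and 26 of 33 within 1 of zero.

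**Figure D3:**
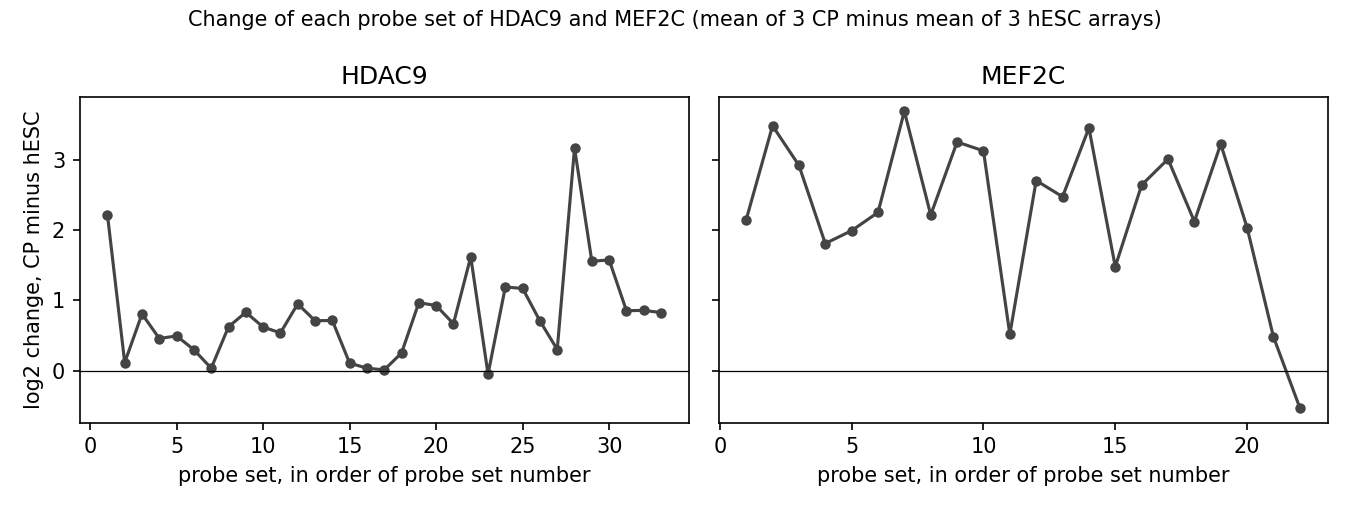
Log2 change, CP minus hESC, of each probe set of HDAC9 and of MEF2C above 70 in either group, in order of probe set number. HDAC9 lies above zero at 32 of 33 probe sets and above 1 at 7, and MEF2C lies above 1 at 19 of 22 probe sets.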

HDAC9 typically represses expression of myocyte enhancer factor 2 (MEF2), a potent cardiac inducing transcription factor [46]. Truncation or more likely absence of translation should thus alleviate HDAC9's repressive action on MEF2 transcription factors to promote cardiogenesis. 

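MEF2C and MEF2A, transcription factors of heart muscle, rose in CPs, and MEF2D and MEF2B did not reach a 2-fold change. MEF2C had a log2 value of 6.06 ± 0.12 (SD, n = 3) in hESCs and 8.36 ± 0.18 (SD, n = 3) in CPs, at least 4.62-fold higher (adjusted p = 1.67e-06 from limma). Its 22 probe sets changed by -0.53 to 3.69 on the log2 scale. MEF2A rose 2.92-fold (standard error 0.13 on the log2 scale, adjusted p = 2.25e-05 from limma). MEF2D had a log2 change of 0.42 (adjusted p = 0.00164) and MEF2B of -0.28 (adjusted p = 0.0142).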

Among the four MEF2 family members examined in this analysis, three were transcriptionally upregulated, with MEF2C increased 51-fold in CPs versus ESCs. In the case of hypoxia-inducible factor-3α (HIF3A) (common CP-NP differentiation pattern), the putative truncated isoform (lower band by RT-PCR) was expressed in both hESCs and CPs, while the full-length isoform was largely restricted to CPs. 

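In the arrays, HIF3A had 1 of 33 tested probe sets relatively higher in CPs, 3836724, with an SI of 1.56 (standard error 0.17, adjusted p = 0.00159 from limma), and none relatively lower. The gene value had a log2 change of 0.22 (standard error 0.08, adjusted p = 0.0435 from limma), under the 2-fold threshold.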

The truncated form of HIF3A, resulting from selection of an alternative 5′ splice site, is predicted to disrupt the DNA-binding, PAS, and nuclear translocation domains and the helix-loop-helix motif. HIF3A participates in the adaptive response to hypoxia as a transcriptional regulator of downstream genes [47]. The precise function of this variant is unclear, but its exon and domain structure are similar to those of a mouse variant of this gene called inhibitory PAS domain protein, a dominant-negative regulator of HIF3A transcription [47]. Thus, splicing of HIF3A may play a critical role in regulating hypoxic responses in pluripotent versus differentiated cells.

### Disruption of Domains and Motifs with CP Differentiation

In addition to protein truncation, removal of protein sequences was also predicted to disrupt domains and motifs in 10 of the confirmed AS events (ABI2, ANXA7, ASPH, ATP2A2, KIF13A, NEDD4, PCBP4, SPTBN1, STAU1, and UBE4B). In CPs, these predictions include the disruption of the C2 calcium-dependent membrane targeting domain in the NEDD4 protein with exclusion of a 72-aa block of exons; intron retention in the PCBP4 gene, which produces a shorter N-terminus that disrupts a KH domain; and the disruption of a phosphopantetheine attachment site in the UBE4B protein with the insertion of a cassette exon encoding 129 aa. 

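The ubiquitin ligase NEDD4 had 1 of 29 tested probe sets relatively lower in CPs, with an SI of -1.10 (standard error 0.15, adjusted p = 0.00366 from limma), and none relatively higher. Its gene value had a log2 change of -0.02 (standard error 0.11, adjusted p = 0.899), which turned positive with quantile normalization and with median centring. PCBP4, an RNA-binding protein with KH domains, had 1 of 25 relatively lower, with -1.26 (standard error 0.18, adjusted p = 0.00456), or -0.88 for PCBP4 with values below 70 set to 70.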

In hESCs, the disruption of presumptive domains was observed with the exclusion of 61-aa-encoding exon in the ABI2 protein that eliminated the predicted presence of a neutrophil cytosol factor domain; and removal of the first 9 aa from the double-stranded DNA binding domain in the STAU1 gene.

Since these domains are crucial for the annotated functions of these genes, the predicted sequence loss or disruption could affect their function considerably. An example is PCBP4, an RNA-binding protein and regulator of apoptosis characterized by presence of a KH domain. PCBP4 with an intact KH domain can suppress cell proliferation by inducing apoptosis, but is largely absent in hESCs. Since PCBP4 has a common CP-NP differentiation-splicing pattern, AS of this gene may be important in maintaining pluripotency in hESCs.

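ASPH, whose variants include the junctional proteins of the sarcoplasmic reticulum, had 8 of 44 tested probe sets relatively higher in CPs and none relatively lower. The ASPH probe set 3137625 had an SI of 2.62 (standard error 0.32, adjusted p = 0.00256 from limma), but it was below 70 in hESCs and its SI was -0.15 with values below 70 set to 70. For SPTBN1, a spectrin of the membrane skeleton, the largest SI was 3.19 at 2482684 and the lowest -2.21 (adjusted p = 0.000191 and 0.000232 from limma), with a gene-level log2 change of 0.77. The first of these was also below 70 in hESCs, and the SPTBN1 SI there was -0.46 with values below 70 set to 70. This probe set and that of ASPH were picked by their size. The paper's Table 3 prints smaller relative rises for both events, and the probe sets of these events were not identified here.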

Two other, genes aspartyl beta-hydroxylase (ASPH) and spectrin, beta, non-erythrocytic 1 (SPTBN1) both had prior evidence of functionally distinct splice variants, linked in this case to the regulation of cardiac physiology. In the case of ASPH, the cardiac-enriched form specifically complexes with cardiac contractile components (calsequenstrin, triadin, and the ryanodine receptor) [48] in the release of sarcoplasmic calcium; in contrast, the hESC-enriched form is highly expressed in neoplastic cells, has a distinct cellular localization, and has an additional enzymatic domain that regulates growth factor activity [49],[50]. Proteins encoded by SPTBN1 are found in the sarcomere along the muscle Z-line and likely contribute to structural stability [51]. Consistent with AltAnalyze predictions, upregulation of a short form of SPTBN1 in CPs and NPs is associated with the loss of the pleckstrin homology domain (producing a loss of inositol-1,4,5 triphosphate binding) [52] and when associated with spectrin alpha 2, the shorter protein forms more stable tetramers than the longer protein [53]. 

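For KIF13A, the probe set listed for its event in the supplementary table was at 7.61 in hESCs and 6.58 in CPs on the log2 scale, while the gene reference of 49 probe sets changed by 0.91. Its SI was -1.94 (standard error 0.14, adjusted p = 0.000404 from limma). Of 52 tested probe sets of this gene, 3 were relatively lower in CPs and 2 relatively higher.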

Other splicing events had less clear functional implications on protein sequence, such as the microtubule-dependent motor protein KIF13A, in which removal of an exon encoding 35 aa results in the loss of one of three phosphoserine sites indicated by UniProt. If modulated directly by a protein kinase, however, such a change could alter the regulation of the resulting protein.

### Exchange of Domain Sequences by Mutually Exclusive AS

Unlike the disruption of a critical protein domain, the functional impact on a domain with an altered sequence is less clear. As shown in the case of PKM2, mutual-exclusive splicing can alter the presence of functionally important protein residues without significant changes in overall protein sequence. This was also the case for the E2A immunoglobulin enhancer-binding factor TCF3 and for the serine/threonine and protein-tyrosine kinase FYN, in which a DNA-binding or kinase domain is specifically altered by the mutually exclusive exchange of a cassette exon of similar lengths, respectively. 

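TCF3, an E-protein transcription factor, had 1 of 31 tested probe sets relatively higher in CPs, 3845375, with an SI of 1.27 (standard error 0.14, adjusted p = 0.00188 from limma), although the gene had a log2 change of -0.69. In FYN, the gene value had a log2 change of -0.23 (adjusted p = 0.0898 from limma), and no probe set was relatively higher.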

Interestingly, the mutually exclusive isoforms of TCF3 and the FYN have different biochemical properties [54],[55], suggesting that the domain-level alterations predicted by AltAnalyze correlate with function. In the case of TCF3, although the DNA-binding domain is 76% identical between the mutually exclusive isoforms, the hESC-enriched isoform (E12) has less DNA-binding affinity than the differentiation-enriched form (E47). Thus, AS of mutually exclusive exons is a potent means to modify specific residues within a sequence block without significantly changing overall protein length.

### Modification of Domain/Motif Composition with AS

Although some confirmed AS events significantly changed a domain sequence, the domain was still called present in both alternative isoforms. This was the case for nine genes with confirmed alternative exons (ADD3, CAPZB, DNM1L, HISPPD2A, MARK3, SLK, TJP1, VCL, and VPS39). 

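CAPZB, the beta subunit of the F-actin capping protein, had 1 of 18 tested probe sets relatively higher in CPs, 2399776. It was below 70 in hESCs and rose at least 7.44-fold relative to its gene reference (adjusted p = 7.28e-05 from limma). The mitochondrial fission gene DNM1L had 1 of 30, 3410707, with 2.07 (standard error 0.19, adjusted p = 0.000880). HISPPD2A had 1 of 63 relatively lower, with -1.71 (standard error 0.27, adjusted p = 0.00739). With values below 70 set to 70 the SI was 0.86 for DNM1L and -0.10 for HISPPD2A. As genes, CAPZB, DNM1L and HISPPD2A had log2 changes of 0.03, 0.09 and -0.19, none past the 2-fold threshold.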

Specific examples include the removal of 32 aa in the C-terminal aldehyde ferredoxin oxidoreductase domain of the ADD3 protein, insertion of 13 aa into the dynamin GTPase region of DNM1L, modification of the C-terminal end of the F-actin capping beta subunit region of CAPZB, and removal of 11 aa from the N-terminal Citron homology domain (CNH) of VPS39. In each case, except VSP39, altering the sequence has unknown consequences for protein function. 

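VPS39 had 1 of 36 tested probe sets relatively higher in CPs, 3620507, with an SI of 1.51 (standard error 0.19, adjusted p = 0.00273 from limma), or 0.79 for VPS39 with values below 70 set to 70. Its gene value had a log2 change of 0.14 (adjusted p = 0.149).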

VPS39 is a putative adaptor protein that displays downregulation of a cassette exon in hESCs relative to CPs. The CNH domain in this protein is required for the clustering and fusion of late endosomes and lysosomes [56]. Interestingly, the TRAP-1 homologue, the isoform that lacks this exon, does not mediate lysosomal clustering. Rather, it specifically associates with the transforming growth factor β signaling pathway, suggesting that modification of the CNH domain can alter its signaling properties.

### Missing Domain Annotations Affect the Sensitivity of AltAnalyze Prediction

At least two confirmed AS events (NUMB and MADD) had no difference in domain-level predictions, but did have known functional isoform differences associated with the AS events [57]. NUMB or the *Drosophila* orthologue NUMB is involved in early cell-fate decisions [57] and MADD (MAP-kinase activating death domain) protein is a membrane-bound cytoplasmic adaptor protein that interacts with the TNF-α receptor 1 to transduce apoptotic signals [58]. Both genes affect pathways of proliferation and apoptosis. The CP-enriched isoform of NUMB is antiproliferative, whereas the hESC-enriched form (p71), with a longer proline-rich region (PRR), retains its proliferative properties [59],[60]. Likewise, expression of the CP-enriched MADD isoform (IG20) promotes apoptosis, whereas the hESC-enriched isoform (DENN) is anti-apoptotic and is typically over-expressed in tumors. These missing annotations were likely due to either an absence of the domain annotation (PRR) or lack of an annotated domain/motif. These examples illustrate the dependence of AltAnalyze's domain/motif predictions on up-to-date and valid annotations.

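NUMB, an adaptor that acts in cell fate decisions, had 1 of 17 tested probe sets relatively lower in CPs, with an SI of -1.48 (standard error 0.15, adjusted p = 0.00152 from limma), and none relatively higher. The gene value had a log2 change of -0.21 (adjusted p = 0.0537).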

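MADD had 2 of 45 tested probe sets relatively higher in CPs and none relatively lower. The larger SI was 2.10 at probe set 3329771 (standard error 0.31, adjusted p = 0.00556 from limma), or 0.54 for MADD with values below 70 set to 70. Its gene value had a log2 change of 0.21.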

### Developmental Regulation of miRNA Binding Site Inclusion by AS

A number of recent studies demonstrated a critical connection between miRNA expression and the maintenance of pluripotency or the differentiation of cardiac cells from hESCs. In our exon-array gene expression analysis, genes for 26 miRNAs were up- or downregulated during differentiation to CPs and NPs, including previously implicated pluripotency (mir-302a, 302b) [61] and cardiac (mir-133, 23b, 26a) [44] regulated miRNAs (Dataset S1). Each of these miRNAs was appropriately segregated by ANOVA pattern analysis (Figure 7A).

**Figure 7:**
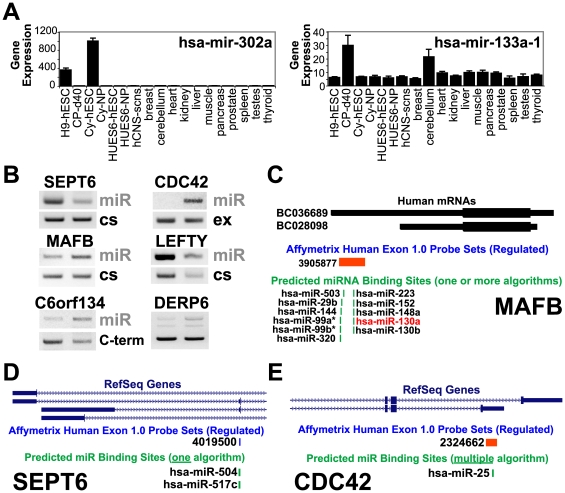
Both miRNAs and miRNA binding sites are regulated with hESC differentiation. (A) Expression profiles of two previously characterized miRNAs, mir-302a and mir-133-1, from combined tissue/cell-line gene expression data. (B) RT-PCR isoform expression of genes with putative miRNA binding sites within the regulated probe set. The presence of one or more putative miRNAs is indicated by the notation miR. (C–E) The 3′ region of genes corresponding to three genes are shown, where the regulated isoforms are displayed from the UCSC genome browser along with regulated probe sets and putative miRNA binding site locations. Exons are indicated by thin boxes, UTR regions by thinner boxes and introns by a line with overlapping arrows. Each gene (MAFB, SEPT6, and CDC42) represents distinct possible modes of exon regulation that lead to altered miRNA binding site inclusion: shorter 3′UTR, alternate cassette exon inclusion, and alternate C-terminal exon. Both MAFB and SETP6 are on the reverse genomic strand, where orientation is 3′ to 5′. The term ”multiple algorithms” indicates that two or more miRNA binding site prediction algorithms (PicTar, miRanda, miRbase or TargetScan) predicted a binding site in aligning probe sets.

Although much effort has been devoted to defining the expression patterns and novel targets of miRNAs, little is known about the role of AS in miRNA binding site inclusion in processed mRNA transcripts. Traditional gene expression microarrays focus on the coding regions of transcripts and ignore the noncoding exons, which can be alternatively spliced to produce different C-terminal exons or 3′UTRs of different lengths. However, exon-tiling arrays allow us to assess mRNA features in tandem with existing predictions for miRNA binding site position on a global basis.

Our analysis identified 264 genes with putative miRNA binding sites that overlap with alternative exons, including those undergoing AS. We tested 10 of these alternative exons by RT-PCR and confirmed nine, including the SPTBN1 and ASPH variants described earlier. Putative miRNA binding sites were included or excluded as a result of alternative cassette exons (ASPH, SEPT6), alternative C-terminal exons (CDC42, C6orf134), bleeding exons (SPTBN1), intron retention (ATP2A2, DERP6), or 3′UTRs with a longer or shorter sequence (LEFTY1, MAFB) (Figure 7B–D). 

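The small GTPase gene CDC42 had 3 of 31 tested probe sets relatively higher in CPs and none relatively lower. The CDC42 probe set that Figure 7 marks went from 6.43 in hESCs to 8.62 in CPs on the log2 scale, 3.69-fold relative to the gene reference (adjusted p = 0.000347 from limma). C6orf134 had 2 of 20 relatively higher, with an SI of 1.64 at 2901866 (0.98 with values below 70 set to 70; adjusted p = 0.0200, and 0.0521 to 0.0683 without hESC replicate 1 or 2 or CP replicate 1 or 3), and DERP6, listed under the symbol C17orf81, had 3 of 23, the largest being 1.41 at 3708390. LEFTY1, an inhibitor of Nodal signalling, had 1 of 8 relatively lower, with an SI of -1.61 (standard error 0.14, adjusted p = 0.000667; -1.20 for LEFTY1 with values below 70 set to 70), and a gene-level log2 change of -0.46. The microRNA binding sites themselves were not analysed here.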

At least one of these alternative exons (MAFB), with predicted regulation of a mir-130a binding site, is a known target of the predicted miRNA [62] (Figure 7C). In addition to MAFB, several of the putative regulated binding sites were independently predicted by multiple miRNA binding site algorithms (ATP2A2, C6orf134, CDC42, LEFTY1).

Examination of miRNAs with previously established hESC or cardiac differentiation expression patterns identified binding sites for mir-302a, 302c (ESC), and mir-26a (cardiac) in the alternative bleeding exon of SPTBN1 and the afore mentioned binding sites in the 3′UTR of ATP2A2. These data suggests a new, largely AS-dependent mechanism for miRNA regulation of such genes. Since miRNAs can promote and inhibit the translation of targets dependent on cell cycle stage [63], there is the opportunity for complex modes of regulation by these predicted targets *in vivo*. Future studies will be aided by a global profile of miRNAs expression in hESCs and CPs, to determine which miRNAs are most likely to target these alternative mRNAs.

### Summary and Conclusions

Using high-density expression profiling, a new method for isolating cardiomyocytes, and novel bioinformatics methods (AltAnalyze), we characterized AS along distinct developmental pathways that influence both pluripotency and the commitment to cardiac and neural lineages. In addition to new insights into these processes, these results offer novel targets for driving the expression of pluripotent cells to distinct lineages and inducing pluripotency from adult cells at the level of specific splice isoforms.

We identified genes that undergo AS during differentiation and observed several global trends which suggest that functional elements, such as protein domains and miRNA binding sites, are coordinately regulated by AS. Many alternative exons highlighted in our analysis were predicted to disrupt or modify functionally important sequences, such as DNA-binding and protein kinase domains that are likely impact protein function. Several of our domain-level predictions also correlated with known changes in protein isoform function or expression as a result of AS [36], [41]–[43]. Thus, AltAnalyze may be useful for identifying AS events that alter protein function/expression by disrupting or modifying protein domains, motifs, or miRNA binding sites.

We identified and confirmed many splicing events that occurred along pathways of apoptosis and proliferation. Two genes confirmed by RT-PCR encode the apoptosis activators PCBP4 and MADD. Isoforms for both genes that induce apoptosis, were downregulated in hESCs but not CPs. Conversely, the proliferation-promoting isoform of NUMB is expressed in hESCs but is undetectable in CPs, while the anti-proliferation isoform is upregulated in CPs, as shown by RT-PCR. These results suggest the intriguing possibility that splicing may coordinately alter the functional repertoire of distinct members of the same pathway to elicit a biological effect, in this case, self-renewal in hESCs. We also observed AS of the apoptotic regulators CSDE1 and UBE4B along with previously demonstrated tumor suppressor genes ANXA7 [40], EWSR1 [64], and PKM2 [41]. Since both PKM2 and the proto-oncogene EWSR1 directly interact with the pluripotency transcription factor OCT3/4 to promote OCT3/4 activity [41],[64], specific isoforms of these genes may also be critical in the regulation of hESC maintenance.

Although only one confirmed CP-specific AS event (ASPH) was clearly linked to the regulation of cardiac physiology, several other novel CP-specific AS events were predicted to alter the composition of critical protein domains (CAPZB, UBE4B, HIF3A, HDAC9). One of the most intriguing was AS of the cardiac inhibitor HDAC9, which results in a highly truncated or nonexpressed form specifically in CPs. These data further support a role for AS in the direct specification of cardiac precursors.

Finally, analysis of the overlap between predicted miRNA binding sites and alternative exons revealed a potential mechanism by which specific cell types may regulate miRNA activity independently of miRNA expression. Such regulation involves AS of exons and differential expression of distal terminal exons, where the mechanism regulating exon length is unclear. Two recent analyses have further demonstrated the interaction between miRNAs and alternatively spliced isoforms [65] or UTRs of different length [34]. Since miRNA expression is thought to fine-tune protein expression downstream of transcription, alternative exon inclusion may be a parallel means of regulating miRNA binding site selection while still retaining full-length protein expression.

While we present several new analyses in this study, it will be essential to experimentally validate these protein and miRNA-level predictions. Additional computational analyses, such as comparative genomic sequence analysis, will also be important for delineating common and distinct cis-regulatory sequences that may regulate cardiac and neuronal splicing. Further refinement of our algorithm to decrease false negatives, similar to other approaches [45],[66], will also be important in identifying additional AS events. Finally, future application and refinement of these analyses to additional cell lineages and time points may yield greater resolution of AS events that will likely provide insights into the mechanisms of cell-fate commitment and maintenance of hESC pluripotency.

## Supporting Information

Figure S1 Segregation of transcriptional profiles by comparison of neural and cardiac differentiation. Patterns of gene expression are shown for two analyzed pattern groups, (A) common to neural and cardiac differentiation or (B) specific to CPs. Adjacent to each heatmap are the top-ranked genes based on ANOVA p values for each specific pattern; genes highlighted in blue are associated with ESCs or self-renewal, and genes in red with cardiac-specification. Gene Ontology (GO) terms and pathways enriched in the (C) common or (D) cardiac-specific differentiation pattern groups are displayed as compared to the number of associated gene changes in each of the two pattern groups. Asterisks indicate significant GO-Elite scores (permute p<0.01) in the alternate pattern group.
(0.55 MB EPS)

Figure S2 The first column in each gel is for RNA from REX+ hESCs and the second is CPs. The numbers listed under these columns are the predicted amplicon lengths for those reactions. Left adjacent tick marks indicate predicted amplicon positions. Mx-mx  =  mutual-exclusive splicing, bleeding  =  exon bleeding, miR = miRNA binding site (predicted), ex  =  exon exclusion isoform, in  =  exon exclusion isoform, cs  =  constitutive mRNA region.
(3.97 MB EPS)

Table S1 Primer sequences for confirmed and non-confirmed AS events.
(0.02 MB PDF)

Text S1 Supplemental methods file. Includes detailed descriptions of algorithms, expression filtering and database architecture of AltAnalyze.
(0.35 MB DOC)

Text S2 Analysis of sensitivity and specificity of AltAnalyze predictions with a publicly available alternative splicing validation dataset (PTB knockdown).
(0.07 MB DOC)

Dataset S1 Gene expression results from the human exon array analysis for all conditions examined. Gene annotations, statistics, ANOVA patterns and log2 expression values provided for all Ensembl genes.
(9.48 MB ZIP)

Dataset S2 Alternative exon results for CP differentiation. Multiple spreadsheets are included. Complete probeset- and gene-level results along with microRNA binding site and protein domain/motif over-representation analysis results from AltAnalyze are provided. Additional ANOVA pattern, splicing calls and cross-tissue comparison information is included.
(5.20 MB ZIP)

Dataset S3 Alternative exon results for NP differentiation. Multiple spreadsheets are included. Complete probeset- and gene-level results along with microRNA binding site and protein domain/motif over-representation analysis results from AltAnalyze are provided.
(5.18 MB XLS)

Dataset S4 Gene Ontology and pathway over-representation analyses. The top-scoring terms from GO-Elite are provided for all comparisons.
(0.17 MB XLS)

# Supplementary material for: Alternative Splicing in the Differentiation of Human Embryonic Stem Cells into Cardiac Precursors
**Source:** PLoS Comput Biol. 2009 Nov 6;5(11):e1000553. doi: 10.1371/journal.pcbi.1000553
**Supplement:** Table S1 — Primer sequences for confirmed and non-confirmed AS events. (0.02 MB PDF)

Confirmed

Primers	Sequence
L-CSDE1_2-4_Flank	AAAGTGCAATATTTGAGTATCACTGC
R-CSDE1_2-4_Flank	TTCACCAGTTTAACAGCAATGG
L-MADD_25-27_Flank	CCAGCGAGTCTATCTCTATGAGG
R-MADD_25-27_Flank	GAGGTTGTGCAGAAGTGTGG
L-NF1_48-50_Flank	TGACCTCACTTGCAACTTCC
R-NF1_48-50_Flank	AAGTGCAGCATTACAACATGG
L-NUMB_7-10_Flank	TGGCACCACAATCTCCTACC
R-NUMB_7-10_Flank	TCCCTTGGAAGGTGATGC
L-SAPS2_1-4_Flank	CCACAAATGTTTTCTGTTTTGC
R-SAPS2_1-4_Flank	AGCAGCTTCTGGTTCTGAGC
L-CDC42_5-7_Int5'	TGCCAAGAACAACAGAAGC
R-CDC42_5-7_Int5'	GAGGCTTTCAAACAGGATGG
L-CDC42_5-7_Junc3'	AAGAAAAGTGGGTGCCTGAG
R-CDC42_5-7_Junc3'	ACATTCTTTAGGCCTTTCTGTG
L-CDC42BPA_33-35_Flank	ACATGGGTCCTGGAGATGG
R-CDC42BPA_33-35_Flank	ATCACTTCCTTGGTCCATGC
L-CLK1_7-8_Flank	GACTGGATCATATCAGAAAGATGG
R-CLK1_7-8_Flank	TCGTCATCATATGTTGCACTACC
L-EWSR1_14-18_Flank	ACTGGCAGTGTCCCAATCC
R-EWSR1_14-18_Flank	CCCATCTGTTCCATCAAAGG
L-HDAC9_2-4_Flank	TTGGCTCAGCAAAGAATGC
R-HDAC9_2-4_Flank	GCCGTGTCAAGTTCTCATGC
R-HIF3A_6-8_Flank	CAGACGATACTCTCCGACTGG
L-HIF3A_6-8_Flank	ACCTGGAAGGTGCTGAACTG
L-LRRFIP1_2-10_Flank	GCGAGATCCGCATGAAGG
R-LRRFIP1_2-10_Flank	TTCCTTGATTTCCCTGATGG
L-NAV2_15-18_Flank	TGTCAGAACTAACAGTGTGAAGACC
R-NAV2_15-18_Flank	GGATCATACTGCCCATCAGC
L-OGDH_4-6_Flank	AGCCCAACGTGGACAAGC
R-OGDH_4-6_Flank	GATGATCTCCCGCAGAGG
L-WNK2_23-27_Flank	GCAGGCAAGCTGCTAAATCC
R-WNK2_23-27_Flank	CCATGTCTTGCAGCTTCTGG
L-FER_2-4_Flank	ACACCTCATCATGGACACG
R-FER_2-4_Flank	GGCCATAAATTTCTTTACTGTTTCC
L-ABI2_2-4_Flank	TCTCCTCCCAGTGTCTTTCC
R-ABI2_2-4_Flank	ACTCAACCACAGCAGCTTCC
L-ANXA7_5-7_Flank	TCAGTATCCTGGAGGACAACC
R-ANXA7_5-7_Flank	AAACCCCTTCATTGCCTTACG
R-ASPH_6_cterm1	TCCTTCCTGGATAGGTCTGC
R-ASPH_7_cterm2	TTGTTGTGGTTCTCCTGTGG
L-ATP2A2_20-23_Internal5'	CCTCTATGTCTGAACCCCTTGC
R-ATP2A2_20-23_Internal5'	CACCAGGGGCATTATGAGC
L-ATP2A2_20-23_Junction5'	CCTGGAACCTGCAATACTGG
R-ATP2A2_20-23_Junction5'	CCTCTTGCAGCAAAGAAACC
L-KIF13A_37-39_Flank	AAAAGGATAGCCCTGGAAGC
R-KIF13A_37-39_Flank	GGACACTTCTTTCTCCAAGACC
L-NEDD4_1-3_Flank	AAGAGACAGCAACAGAGATTGC

R-NEDD4_1-5_Flank	TGAGGGGTTGGTCTTTTCC
L-NEDD4_Const5'	TTGCAGCAACAACAAGAACC
R-NEDD4_Const5'	GGCCTGGTTGCTATACATGG
L-PCBP4_3-6_Flank	GAAGGGCGAGACTGTAAAGC
R-PCBP4_3-6_Flank	AGCCTTCCAATCAGTGAGC
L-SPTBN1_31-34_Int5'	GAGCACGAAGGTTTCAGAGG
R-SPTBN1_31-34_Int5'	ACCCAGAGGATTTGGAAAGG
L-SPTBN1_31-34_Junc5'	AGGGATCTCCACGGGATG
R-SPTBN1_31-34_Junc5'	ACTCGTGTTCCTGATTGAGG
L-STAU1_2-4_Flank	TTCGTCCCTTCTTCCTCTCC
R-STAU1_2-4_Flank	GCAGCCTGTCTTGTCTTTCC
L-UBE4B_6-8_Flank	AACAAGCCCCATGTTCTGC
R-UBE4B_6-8_Flank	TCAGAAGCTGGCTGACTGC
L-FYN_6_Internal5'	TTATCCGCGAGAGTGAAACC
R-FYN_8_Mx1-Incl	GACAGATCGGTAAGCCTTGG
R-FYN_9_Mx1-Incl	TTCTCCAGACACAACGAACG
L-PKM2_8-10_Excl-Incl	TGGAGAGCATGATCAAGAAGC
R-PKM2_8-9_Internal5'	GGTCTGTGGAGTGACTTGAGG
R-PKM2_8-10_Excl	CCACTGCAGCACTTGAAGG
L-TCF3_16	CTCGGAGGAGGAGAAGAAGG
R-TCF3_16-18_Mx1-Incl	GATGAGCAGCTTGGTCTGC
R-TCF3_16-19_Mx2-Incl	GCTCCAAGTTCAGGATGACC
L-ADD3_13-15_Flank	CAATCGAACGTAAACAACAAGG
R-ADD3_13-15_Flank	TCAGGTGACAGGACTTCTTCG
L-CAPZB_8-10_Flank	AAAACAAAGGATATCGTCAATGG
R-CAPZB_8-10_Flank	TGATGCAGCTGTTATGTGACC
L-DNM1L_2-4_Flank	GAAGATAAACGGAAAACAACAGG
R-DNM1L_2-4_Flank	ATCACCTACAGGCACCTTGG
L-HISPPD2A_26_Flank	AGCCATGGCAAAAAGCTACC
R-HISPPD2A_27-29_Flank	TGTGCATGGAATCAAAGAGG
L-MARK3_20-24_Flank	CGAACCGCAACATATAATGG
R-MARK3_20-24_Flank	GCTCATAGTCGCAGTTATTGG
L-SLK_12-14_Flank	GCTGAAGAACCGAAAGAAGG
R-SLK_12-14_Flank	GATCTTTAAGCTGCTGTTTGAGC
L-TJP1_19-21_Flank	AGACTCCCCTGGATTTAAGC
R-TJP1_19-21_Flank	TCCGTATAGCTTGAGGACTCG
L-SEPT6_9-11_Internal5'	GCTGCACGAGAAGTTTGACC
R-SEPT6_9-11_Internal5'	CAGCATGCAGCAAACAGC
L-SEPT6_9-11_Const5'	CGGCACTATGAGCTGTATCG
R-SEPT6_9-11_Const5'	TGGTGCAGTTTCTTCAGACG
L-VCL_21-23_Flank	ATGATGAAGCTCGCAAATGG
R-VCL_21-23_Flank	GTGCTTATGTTGGGATTTCG
L-VCL_6-8_Flank	ACCTCTTGGGATGAAGATGC
R-VCL_6-8_Flank	GCTGCATTTTCCACTTTTGC
L-VCL_6-8_Internal5'	AAACCAAGGCATAGAGGAAGC
R-VCL_6-8_Internal5'	GACAGGTGCCAATCAAAACC
L-VPS39_2-4_Flank	TTGTGGGAACCAAACAAGG
R-VPS39_2-4_Flank	AACAGTGATGCTCCCTTTGC
L-C6orf134_10-12_cterm1	CTGGGAAACTCACCAGAACG

R-C6orf134_10-12_cterm1	AGGATGCAATGGAAGAGTGG
L-C6orf134_1-12_cterm2	AGCAGAGGGAGACATCAAGC
R-C6orf134_1-12_cterm2	AGCTTTGGGCTACCAGACC
L-DERP6/C17orf81_9_Flank	AAGCCAGAGATAGCCTGATCC
R-DERP6/C17orf81_11_Flank	CTCCATAGACAAGGGGAACC
L-LEFTY_4-6_Int5'	CATGATCGTCAGCATCAAGG
R-LEFTY_4-6_Int5'	CAGAGCATTGTCCATCAGC
L-LEFTY_1_Const5'	AGCCTTCTCAAGGGACAGC
R-LEFTY_1_Const5'	ACCAGCTCCTCCATGTCTG
L-ASPH_4_cterm	CTATGATGCTGATGGTGATGG
L-MAFB_6-8_miR-130a	CACTGCACTGAACCAACTGC
R-MAFB_6-8_miR-130a	TTTTTGTCAGTGCAACTTAAATCC
L-MAFB_4-8_Const5'	CATCACCATCATCACCAAGC
R-MAFB_4-8_Const5'	CTGCTGGACGCGTTTATACC

Not-Confirmed

Primers	Sequence
L-KIF21A_11-13_Flank	GAAGTTGAAAAGAAAAGAAAAGAGG
R-KIF21A_11-13_Flank	CCCCATCAATGTCATCTTCC
L-CTSL1_2-5_Flank	TCACAGTTTAGAGGCACAGTGG
R-CTSL1_2-5_Flank	CTTCATCAGGGCCTTCTCC
L-CTSL1_2-5_Flank	TCACAGTTTAGAGGCACAGTGG
R-CTSL1_2-5_Flank	CTTCATCAGGGCCTTCTCC
L-TRAF6_1-3_Flank	AGCAGAGAAGGCGGAAGC
R-TRAF6_1-3_Flank	AAATGAGCTGGAGAGGTTCC
L-PPP3CB_3-5_Flank	GGCGATTATGTGGACAGAGG
R-PPP3CB_3-5_Flank	GGTTTAAAAGTGCAGCAAGAGG
L-SF3B1_4_Excl_form	GAGCGTCTTGATCCTTTTGC
R-SF3B1_6_Excl_form	CAGCTGTTTGATCCCAACG
L-GAD45B_4-6_Flank	GGAAGAGGAGGAGGAGAAGG
R-GAD45B_4-6_Flank	TGGGTACAGAGCAACTTCAGC

# Supplementary material for: Alternative Splicing in the Differentiation of Human Embryonic Stem Cells into Cardiac Precursors
**Source:** PLoS Comput Biol. 2009 Nov 6;5(11):e1000553. doi: 10.1371/journal.pcbi.1000553
**Supplement:** Text S1 — Supplemental methods file. Includes detailed descriptions of algorithms, expression filtering and database architecture of AltAnalyze. (0.35 MB DOC)

**Text S1 - Supplemental Methods**

AltAnalyze algorithm and detailed methodologies are provided in this document. This information and additional program documentation can also be found at <http://AltAnalyze.org/help_main.htm>. Referenced source code (.py python files) is provided with the AltAnalyze software as well as through a publicly available SVN repository: <http://code.google.com/p/altanalyze/>.

**Building Probe set to Gene Associations**

Affymetrix Exon 1.0 ST arrays are provided with probe set sequence, transcript cluster, probe set genomic location, and mRNA count annotations from Affymetrix. Each of these annotations are used by AltAnalyze to provide gene, transcript and exon associations. Although transcript clusters represent putative genes, the AltAnalyze pipeline derives new gene associations to Ensembl genes, so that each probe set aligns to a single gene from a single gene database. This annotation schema further allows AltAnalyze to determine which probe sets align to defined exons regions (with external exon annotations), introns, and untranslated regions (UTR).

To begin this process, Ensembl exons (each with a unique ID) and their genomic location and transcript associations are downloaded for the most recent genomic assembly using the AltAnalyze EnsemblSQL.py module, which parses various files on the Ensembl FTP SQL database server to assemble the required fields. This file is saved to the directory “AltDatabase/ensembl/*species*/” with the filename “*species*_Ensembl_transcript-annotations.txt". Since Ensembl transcript associations are typically conservative, transcript associations are further augmented with exon-transcript structure data from the UCSC genome database, from the file “all_mrna.txt” (Downloads/*species*/Annotation database/all_mrna.txt.gz). This file encodes genomic coordinates for exons in each transcript similar to Ensembl. Transcript genomic coordinates and genomic strand data from UCSC is matched to Ensembl gene coordinates to identify genes that specifically overlap with Ensembl genes with the Python program UCSCImport.py. Unique transcripts, with distinct exon structures from Ensembl, are exported to the folder “AltDatabase/ucsc/*species* “*species*_UCSC_transcript_structure_filtered_mrna.txt”, with the same structure as the Ensembl_transcript-annotations file.

Once both transcript-structure files have been saved to the appropriate directory, ExonArrayAffyRules.py calls the program EnsemblImport.py to perform the following steps:

1. Imports these two files, stores exon-transcript associations identify exon regions to exclude from further annotations. These are exons that signify intron-retention (overlapping with two adjacent spliced exons) and thus are excluded as valid exon IDs. These regions are also flagged as intron-retention regions for later probe set annotations.
2. Assembles exons from all transcripts for a gene into discrete exon clusters. If an exon cluster contains multiple exons with distinct boundaries, the exon cluster is divided into regions that represent putative alternative splice sites (Text S1 Figure 1). These splice sites are explicitly annotated downstream. Each exon cluster is ordered and number from the first to the last exon cluster (e.g., E1, E2, E3, E4, E5), composed of one or more regions. These exon cluster/region coordinates and annotations are stored in memory for downstream probe set alignment in the module ExonArrayAffyRules.py.
3. Identifies alternative splicing events (cassette-exon inclusion, alternative 3’ or 5’ splice sites, alternative N-terminal and C-terminal exons, and combinations there in) for all Ensembl and UCSC transcripts by comparing exon cluster and region numbers for all pairs of exons in each transcript (see proceeding sections for more information). Alternative exons/exon-regions and corresponding exon-junctions are stored in memory for later probe set annotation and exported to summary files for creation of databases for the Cytoscape exon structure viewer, SubgeneViewer (currently in development).

Upon completion, ExonArrayAffyRules.py:

1. Imports Affymetrix Exon 1.0 ST probe sets genomic locations, transcript cluster, and mRNA counts from the Affymetrix probe set.csv annotation file (e.g., HuEx-1_0-st-v2.na23.hg18.probeset.csv). Although transcript clusters will be disregarded at the end of the analysis, these are used initially to group probe sets.
2. Transcript cluster genomic locations are matched to Ensembl genes genomic locations (gene start and stop) to identify single transcript clusters that align to only one Ensembl gene for the respective genomic strand. For transcript clusters aligning to more than one Ensembl gene, coordinates for each individual probe set are matched to aligning Ensembl genes, to identify unique matches. If multiple transcript clusters align to a single Ensembl gene, only probe sets with an Affymetrix annotated annotation corresponding to that Ensembl gene, from the probeset.csv file, are stored as proper relationships. This ensures that if other genes, not annotated by Ensembl exist in the same genomic interval, that they will not be inaccurately combined with a nearby Ensembl gene. If multiple associations or other inconsistencies are found, probe set coordinates are matched directly to the exon cluster locations derived in EnsemblImport.py.
3. Once unique probe set-to-Ensembl gene associations have been defined, constitutive probe sets are identified using the Affymetrix mRNA counts provided in the program ExonArrayEnsemblRules.py. The mRNA counts are distributed based on the types of mRNAs they align to (full-length, Ensembl, and EST), where the probe sets with the largest number of high quality mRNA associations are chosen as constitutive. Probe sets for a given gene are ranked based on the: A) number of Ensembl transcripts, B) full-length and C) ESTs associated, in descending order, where multiple associations are required for each annotation type. If all probe sets have the same number of Ensembl and full-length transcript associations, then the number of EST aligning are compared. If no difference in these mRNA assignments exists, no constitutive probe sets are annotated.
4. Each probe sets is then aligned to exon clusters, regions, retained introns, and splicing annotations for that gene. In addition to splicing annotations from EnsemblImport.py, splicing annotations from the UCSC genome annotation file “knownAlt.txt” (found in the same server directory at UCSC as “all_mRNA.txt”) using the program alignToKnownAlt.py, are aligned to these probe sets. If a probe set does not align to an Ensemblmport.py defined exon or intron and is upstream of the first exon or downstream of the last exon, the probe set is assigned a UTR annotation (e.g., U1.1). All aligning probe sets are annotated based on the exon cluster number and the relative position of that probe set in the exon cluster, based on relative 5’ genomic start (e.g., E2.1). This can mean that probe set E2.1 actually aligns to the second exon cluster in that gene in any of the exon regions (not necessarily the first exon region), if it is the most 5’ aligning.
5. These probe set annotations are exported to the directory “AltDatabase/*species*/exon” with the filename “*species* _Ensembl_probe sets.txt”. Exon block and region annotations for each probe set are designated in the AltAnalyze result file.

**Extracting UniProt Protein Domain Annotations Overview**

The UniProt protein database is a highly curated protein database that provides annotations for whole proteins as well as protein segments (protein features or domains). These protein feature annotations correspond to specific amino acid (AA) sequences that are annotated using a common vocabulary, including a class (feature key) and detailed description field. An example is the TCF7L1 protein (<http://www.uniprot.org/uniprot/Q9HCS4>), which has five annotated feature regions, ranging in size from 7 to 210 AA. One of these regions has the feature key annotation “DNA binding” and the description “HMG box”. To utilize these annotations in AltAnalyze, these functional tags are extracted along with full protein sequence, and external annotations for each protein (e.g., Ensembl gene) from the “uniprot_sprot_*taxonomy*.dat” file using the ExtractUniProtFunctAnnot.py program. FTP file locations for the UniProt database file can be found in the file “Config/Default-file.csv” for each supported species. To improve Ensembl-UniProt annotations, these relationships are also downloaded from BioMart and stored in the folder “AltDatabase/uniprot/*species*” as “*species*_Ensembl-UniProt.txt”, which are gathered at ExtractUniProtFunctAnnot.py runtime to include in the UniProt sequence annotation file. These files are saved to “AltDatabase/uniprot/*species*” as “uniprot_feature_file.txt” and “uniprot_sequence.txt”.

**Extracting Ensembl Protein Domain Annotations Overview**
In addition to protein domains/features extracted from UniProt, protein features associated with specific Ensembl transcripts are extracted from the Ensembl database. One advantage of these annotations over UniProt, is that alternative exon changes that alter the sequence of a feature but not its inclusion will be reported as a gain and loss of the same feature, as opposed to just one with UniProt. This is because protein feature annotations in UniProt only typically exist for one isoform of a gene and thus, alteration of this feature in any way will result in this feature being called regulated. Although an Ensembl annotated feature with a reported gain and loss can be considered not changed at all, functional differences can exist do to a minor feature sequence change that would not be predicted if the gain and loss of the feature were not reported.

Three separate annotation files are built to provide feature sequences and descriptions, “Ensembl_Protein”, “Protein”, and “ProteinFeatures” files (“AltDatabase/ensembl/*species*”). The “ProteinFeatures” contains relative AA positions for protein features for all Ensembl protein IDs, genomic start and end locations along with InterPro annotations and IDs. Only those InterPro domains/features with an alignment e-score < 1 are stored for alignment to regulated exons. The “Protein” file contains AA sequences for each Ensembl protein. The “Ensembl_Protein " provides Ensembl gene, transcript and protein ID associations. Data for these files are downloaded and extracted using the previously mentioned EnsemblSQL.py module. The feature annotation source in these files is InterPro, which provides a description similar to UniProt. As an example, see: <http://ensembl.genomics.org.cn/Homo_sapiens/protview?db=core;peptide=ENSP00000282111>, which has similar feature descriptions to UniProt for the same gene, TCF7L1.

## Extracting microRNA Binding Annotations Overview

To examine the potential gain or loss of microRNA bindings sites as the direct result of exon-inclusion or exclusion, AltAnalyze requires putative microRNA sequences from multiple prediction algorithms. These binding site annotations are extracted from the following flat files:

- TargetScan conserved predicted targets (<http://www.targetscan.org/cgi-bin/targetscan/data_download.cgi?db=vert_42>). Gene symbol and putative microRNA associations are extracted (no sequence). The primary gene ID, gene-symbol, is linked to Ensembl based on BioMart downloaded gene-symbol to Ensembl gene annotations (from several Ensembl builds – outdated symbols are often used).
- Miranda human centric with multi-species alignment information was obtained from target predictions organized by Ensembl gene ID (<http://cbio.mskcc.org/research/sander/data/miRNA2003/mammalian/index.html>). A larger set of associations was also pulled from species-specific files (<http://www.microrna.org/microrna/getDownloads.do>), where gene symbol was related to Ensembl gene. Both files provided target microRNA sequence.
- Sanger center (miRBase) sequence was provided as a custom (requested) dump of their version 5 target predictions (<http://microrna.sanger.ac.uk/targets/v5/>), containing Ensembl gene IDs, microRNA names, and putative target sequences, specific for either mouse or human.
- PicTar conserved predicted targets (from Dog to Human) were provided as supplementary data (Supplementary Table 3) at <http://www.nature.com/ng/journal/v37/n5/suppinfo/ng1536_S1.html>, with conservation in human, chimp, mouse, rat, and dog for a set of 168 microRNAs. For mouse, human gene symbols were searched for in the BioMart derived “Mm_ Ensembl_annotation.txt” table after converting these IDs to a mouse compatible format (e.g., TCF7L1 to Tcf7l1). The same was used for aligning to PicTar. The same strategy is used for rat.

Ensembl gene to microRNA name and sequence are stored for all prediction algorithm flat files and directly compared to find genes with one or more lines of microRNA binding site evidence using the program MatchMiRTargetPredictions.py. The flat file produced from this program (“miRBS-combined_gene-target-sequences.txt”) was used by the program ExonSeqSearch.py to search for these putative microRNA binding site sequences among all probe sets from the “*species*_Ensembl_probe set.txt” file built by ExonArrayEnsemblRules.py and probe set sequence from the Affymetrix 1.0 ST probe set fasta sequence file (Affymetrix). Two resulting files, one with any binding site predictions and another required to have evidence from at least two algorithms, are saved to “AltDatabase/*species*/*array_type*/” as “*species*_probe set_microRNAs_any.txt” and “*species*_probe set_microRNAs_multiple.txt”, respectively.

## Inferring Protein-Probe Set Associations Overview

To obtain associations between specific probe sets and proteins, the programs IdentifyAltIsoforms.py was written. The program IdentifyAltIsoforms.py grabs all gene mRNA transcripts and associated exon genomic coordinates from Ensembl and the UCSC Genome Database and compares these to probe set coordinates to find pairs of transcripts (one containing the probe set and another that does not) that have the least number of differing exons (see the section “Protein/RNA Inference Analysis” listed later in this document). These transcript pairs are thus most likely to be similar with exception to the region containing the probe set or critical exon. Once these best matches are identified, corresponding protein sequences for each mRNA are downloaded from Ensembl using EnsemblSQL.py or are downloaded using NCBI webservices via BioPython’s Entrez function.

If protein sequences are unavailable for an mRNA accession, the mRNA sequence for that identifier is downloaded (using the above mentioned services) and translated using the custom IdentifyAltIsoforms.py function “BuildInSilicoTranslations”, which uses functions from the BioPython module to translate an mRNA based on all possible start and stop sites to identify the longest putative translation that also shares either the first or last 5 AA of its sequence with the N-terminus or C-terminus (respectfully) of a UniProt protein.

At this point, only two mRNAs are matched to each probe set, an aligning and non-aligning mRNA. Next, differences in protein feature composition between these two proteins, alternative N or C-terminal sequences, coding sequence and protein length are assessed using ExonAnalyze_module.py and exported to text files (associations and protein sequences) for import when AltAnalyze is run. These two files have the suffix “exoncomp.txt” and are the input for the competitive isoform analysis described in this report. Two analogous files with the suffix “seqcomp.txt”, are derived by identifying the best aligning and non-aligning proteins based on comparison of protein sequence as compared exon composition (e.g. least differences in protein domain composition). This method is referred to as the exhaustive isoform analysis. Additional information on competitive isoform and exhaustive analysis is provided later in this document.

## Annotating Alternative Splicing Events

To predict whether or not a single probe set associates with an alternative splicing or alternative promoter sequence, AltAnalyze uses two strategies; 1) Identify alternative exons/introns based on *de novo* isoform comparison and 2) Incorporating splicing predictions from UCSC’s “known_alt.txt” file.

***De Novo* Splicing Prediction and Exon Annotation**

In order to identify exons with alternative splicing or alternative promoters, AltAnalyze compares all available gene transcripts from the UCSC Genome Database and Ensembl to look for shared and different exons. To achieve this, all mRNA transcripts from UCSC’s species-specific “mRNA.txt” file that have genomic coordinates aligning to a single Ensembl gene and all Ensembl transcripts from each Ensembl build are extracted. Only UCSC transcripts that have a distinct exon composition from Ensembl transcripts are used in this analysis, excluding those that have a distinct genomic start or stop position for the first and last exon respectively (differing 5’ and 3’ UTR agreement), but identical exon-structure.

When assessing alternative splicing, cases of intron-retention are identified first. These regions consist of a single exon that spans two adjacent exons at least one another transcript for that same gene. These retained introns are stored for later analysis, but eliminated as annotated exons. Remaining exons are clustered based on whether their genomic positions overlap (e.g., alternate 5’ or 3’ start sites). Each exon cluster is considered an exon block with one or more regions, where each block and region is assigned a numerical ID based on genomic rank (e.g., E1.1, E1.2, E2.1, E3.1). For each exon in a transcript, the exon is annotated as corresponding to an exon block and region number (Text S1 Figure 1). All possible pair-wise transcript comparisons for each gene are then performed to identify exon pairs that show evidence of alternative exon-cassettes, alternative 3’ or 5’ splice sites or alternative-N or -C terminal exons (Text S1 Figure 1). All transcript exon pairs are considered except for those adjacent to a retained intron. This analysis is performed by comparing the exon block ID and region IDs of an exon and it’s neighboring exons to the exon blocks and regions in the compared transcript. Ultimately, a custom heuristic assigns the appropriate annotation based on these transcript comparisons.

| 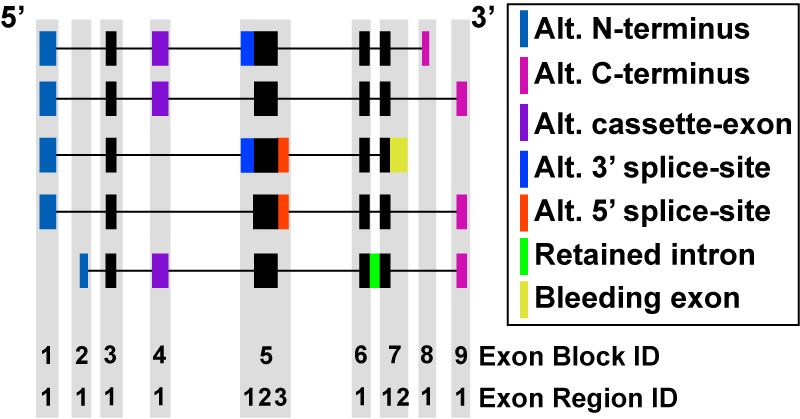 |
| --- |

| **Text S1 Figure 1. Comparison of mRNA Exon Composition**. To determine alternative splicing and alternative promoter regulation, all analyzed transcripts (Ensembl and UCSC) were compared based on exon genomic positions and subsequently annotated by a custom heuristic. Exon block and regions definitions are shown. The different types of alternative exon events are illustrated by different colored exons among five theoretical transcripts for the same gene. |
| --- |

**Incorporating UCSC Splicing Predictions**

In addition to all *de novo* splicing annotations, additional splicing annotations are imported from the UCSC genome database and linked to existing exon blocks and regions based on genomic coordinate overlap. This comparison is performed by the alignToKnownAlt.py module of AltAnalyze (called from EnsemlbImport.py). *De novo* and UCSC splicing annotations are stored along with probe set Ensembl gene alignment data in the file <species>_Ensembl_probesets.txt. These annotations are used by AltAnalyze and DomainGraph.

**Filtering for Alternative Splicing**

AltAnalyze includes the option restrict alternative exon results to only those probe sets predicted to indicate alternative splicing. AltAnalyze considers alternative splicing as any alternative exon annotation other than an alternative N-terminal exon or alternative promoter annotation derived from *de novo* or UCSC genome database annotations.

## Protein/RNA Inference Analysis

**Identifying Alternative Proteins Protein Domains**

In order to identify a single pair of mRNAs that can be used to compare protein features for a given probe set, AltAnalyze compares exon array probe set genomic start and stop positions to all exon genomic start and stop positions, for all mRNA transcripts. Transcripts with exons that contain the probe set genomic coordinates are considered transcript aligning, while all others are considered non-aligning.

If at least one aligning and non-aligning isoform (competitive) are identified for a probe set, all possible aligning and non-aligning pair-wise combinations are compared to find the competitive isoforms with the smallest difference in exon composition. This is accomplished by determining the number of different and common exons each transcript pair contains (based on genomic start and stop of the exon). When comparing the different transcript pairs, the most optimal pair is selected by first considering the combined number of distinct exons in both compared transcripts and second the number of common exons in both compared transcripts. Thus, if one transcript pair has 4 exons in common and 2 exons not in common, while a second pair has 5 exons in common and 3 exon not in common, the prior will be selected as the optimal since it contains less overall differences in exon composition (even though it has less common exons than the other pair). A theoretical example is illustrated in Text S1 Figure 2.

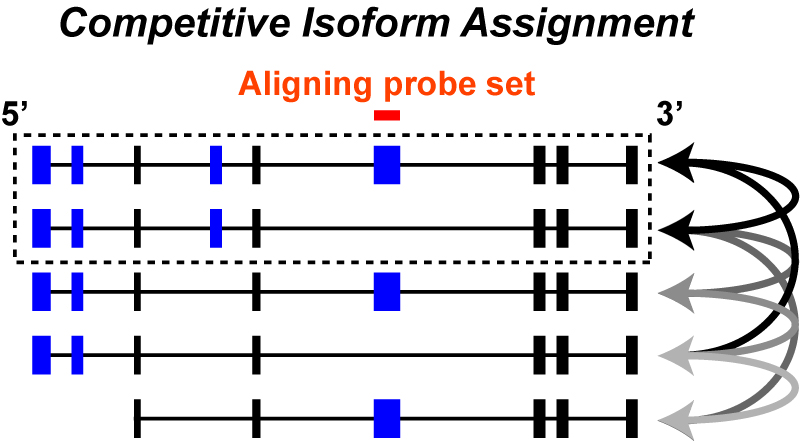

| **Text S1 Figure 2. Comparison of probe set matching and non-matching mRNAs**. A theoretical gene is shown with 9 distinct exons and 5 distinct mRNA transcripts with different exon combinations. Four exons are alternatively expressed in different transcripts (blue exons) while five are common or constitutive to all transcripts (black exons). All possible pair-wise transcript combinations are shown (arrows) between mRNAs that contain and probe set aligning exon and those that do not. Ultimately, a single pair is selected that has the most common exons and the least uncommon exons (dashed box). |
| --- |

Once a single optimal isoform pair has been identified, protein sequence is obtained for each by identifying protein IDs that correspond to the mRNA (Ensembl or NCBI) and if not available, a predicted protein sequence is derived based on *in silico* translation. Although such a protein sequence may not be valid, given that translation of the protein may not occur, these sequences provide AltAnalyze the basis for identifying a possible change in protein size, sequence and domain composition. Domain/protein features are obtained directly from UniProt’s sequence annotation features or from Ensembl’s InterPro sequence annotations (alignment e-value <1) (see previous sections). Any InterPro sequences with a description field or any UniProt sequence annotation feature that is not of the type “CHAIN”, “CONFLICT”, “VARIANT”, “VARSPLIC” and “VAR_SEQ” are examined by AltAnalyze. To compare domain or motif sequence composition differences, the protein sequence that corresponds to the amino-acid start and stop positions of a domain for each transcript is searched for in each of the compared protein isoforms. If the length of a motif sequence is less than 6 amino-acids, flanking sequence is included. If a domain is present in one but not another isoform, that domain is stored as differentially present. To identify differences in protein sequence (e.g., alternative-N-terminus, C-terminus, truncation coding sequence and protein length), the two protein sequences are directly compared for shared sequence in the first and last five residues and comparison of the entire sequences. If the N-terminal sequence is common to both isoforms but there is a reduction in more than 50% of the sequence length, the comparison is annotated as truncated. All of these annotations are stored for each probe set for import into AltAnalyze, with each new database build.

**Direct Domain/Motif Genomic Alignment**

The above strategy allows AltAnalyze to identify predicted protein domains and motifs that are found in one isoform but not the other (aligning to a probe set and not aligning). In addition to these “inferred” domain predictions, that include protein domains/motifs that do not necessarily overlap with the regulated probe set, AltAnalyze includes a distinct set of annotations that only corresponds to domain/motif protein sequence that directly overlaps with a probe set. Alignment of probe sets to InterPro IDs is achieved by comparing probe set genomic coordinates to InterPro genomic coordinates. To obtain InterPro genomic start and end positions are determined by first identifying the relative amino-acid positions of an InterPro region in an Ensmebl protein, finding which exon and at what position the InterPro region begins and ends and finally stroing the genomic position of these relative exon coordinates.

These probe set-InterPro overlaps can be of two types; 1) probe sets whose sequence is present in the domain coding RNA sequence and 2) probe sets whose sequence is not present in the domain coding RNA sequence. The second type of overlap typically occurs in the gene introns. While these associations are typically meaningful, false “indirect” associations are possible. To reduce the occurrences of these false positives, any probe set that aligns to the UTR of an Ensembl gene or that occurs in the first or last exon of an mRNA transcript are excluded. These heuristics were chosen after looking at specific examples that the authors considered to be potential false positives.

**Exhaustive Protein Domain/Motif Analysis**

Very similar to the competitive protein domain/motif analysis is the exhaustive isoform analysis. This feature is currently not available by default in AltAnalyze and requires replacement database files from AltAnalyze support. The purpose of these files is to obtain the most conservative possible domain-level prediction results from the competitive analysis. This done by storing all pair-wise aligning and non-aligning competitive isoform comparisons (Text S1 Figure 1) and then obtaining protein sequence for each transcript, as described in earlier sections and storing all domain/motifs differentially found between all possible competitive protein isoforms. From these stored results, all possible competitive isoforms are themselves compared to find isoforms that ideally show only differences in central regions of the protein (no N-terminal or C-terminal differences), next for those that contain as few possible domain-level predictions and finally for those with the smallest overall differences in protein length. For detailed algorithm information see the IdentifyAltIsoforms module and the function “compareProteinFeaturesForPairwiseComps”.

**Probe set Filtering**

Prior to alternative exon analysis, AltAnalyze was used to remove probe sets that were not deemed as sufficiently expressed. For the two conditions that AltAnalyze compares (e.g., hESC versus CPs), a probe set was removed if neither condition had a mean DABG p value < 0.05. Likewise, if neither condition had a mean probe set intensity > 70, the probe set was excluded from the analysis. For constitutive probe sets (indicating transcription), probe sets were required to have a DABG p value <-0.05 and intensity > 70 in both conditions to be retained. These parameters can be modified in AltAnalyze by the user.

**Splicing Algorithms**

**Splicing Index Method**

This algorithm is described in detail in prior reports [1,2]. In brief, for each probe sets examined, its expression (log2) is subtracted from mean expression of all constitutive aligning probe sets to create a constitutive corrected log expression ratio (normalized intensities). Normalized intensities are calculated for each microarray sample, using only data from that sample. To derive the splicing-index value, the mean normalized intensity of all arrays in each control group is subtracted from the experimental. This value is the change in exon-inclusion. A *t* test p-value is calculated (two tailed, assuming unequal variance), by comparing the normalized intensities for all samples between the control and experimental groups. A splicing-index score of -1 indicates a two-fold change in the normalized expression of a probe set in the experiment versus control group, whereas a positive value indicates the opposite.

**MiDAS**

The MiDAS statistic is described in detail in the white paper:

[www.affymetrix.com/support/technical/whitepapers/exon_alt_transcript_analysis_whitepaper.pdf](http://www.affymetrix.com/support/technical/whitepapers/exon_alt_transcript_analysis_whitepaper.pdf). This analysis method is available from the computer program Affymetrix Power Tools or APT. APT uses a series of text files to examine the expression values of each probe set compared to the expression of user supplied gene expression values. Since AltAnalyze uses Ensembl gene IDs rather than Affymetrix transcript clusters, gene expression values are stored with unique numerical gene identifiers for MiDAS analysis. When written, a conversion file is also written that allows AltAnalyze to translate from this arbitrary numerical ID back to an Ensembl gene ID. These relationships are stored in the following files along with the probe set expression values:

| meta-Hs_Exon_cancer_vs_normal.txt | Relates probe set to gene |
| --- | --- |
| gene-Hs_Exon_cancer_vs_normal.txt | Gene expression values (non-log) |
| exon-Hs_Exon_cancer_vs_normal.txt | Probe set expression values (non-log) |
| commands-Hs_Exon_cancer_vs_normal.txt | Contains user commands for APT |
| Celfiles-Hs_Exon_cancer_vs_normal.txt | Relates sample to group |
| probe set-conversion -Hs_Exon_cancer_vs_normal.txt | Relates arbitrary gene IDs back to Ensembl |

When the user selects the option “Calculate MiDAS p-values”, AltAnalyze first exports expression data for selected probe sets to these files for all pair-wise comparisons. Once exported, AltAnalyze interfaces with the APT binary files packaged with AltAnalyze to run MiDAS. MiDAS will create a folder with the pair-wise comparison dataset name and a file with MiDAS p-values that will be automatically read by AltAnalyze and used for statistical filtering (stored in the AltAnalyze program directory under “AltResults/MiDAS”). These statistics are clearly labeled in the results file for each probe set and used for filtering based on the user-defined p-value thresholds (p<0.05 in this analysis).

Note: Different versions of the APT MiDAS binary have been distributed. AltAnalyze is distributed with two versions that report slightly different p-values. The older version (1.4.0) tends to report larger p-values than the most recent distributed (1.10.1). Previous versions of AltAnalyze used version 1.4.0, while AltAnalyze version 1.1 uses MiDAS 1.10.1 that produces p-values that are typically equivalent to those as the AltAnalyze calculated splicing-index p-values (larger).

**Domain/miR-BS Over-Representation Analysis**

A z-score and permutation p-value are calculated to assess over-representation of domains, motifs and microRNA binding sites (miR-BS) found to be effected by alternative exon expression. The z-score is calculated by subtracting the expected number of genes in with a domain/motif or miR-BS meeting the criterion (alternatively regulated with the user supplied thresholds) from the observed number of genes and dividing by the standard deviation of the observed number of genes. This z-score is a normal approximation to the hypergeometric distribution. This equation is expressed as:

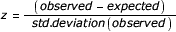

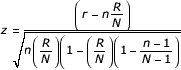

n = All genes associated with a given element

r = Alternatively regulated genes associated with a given element

N = All genes examined

R = All alternatively regulated genes

Once z-scores have been calculated for all domains/motifs and miR-BSs linked to alternatively regulated probe sets, a permutation analysis is performed to determine the likelihood of observing these z-scores by chance. This is done by randomly selecting the same number of regulated probe sets from all probe sets examined and recalculating z-scores for all terms 2000 times. The likelihood of a z-score occurring by chance is calculated as the number of times a permutation z-score is greater than or equal to the original z-score divided by 2000. A Benjamini-Hochberg (BH) correction is used to transform this p-value to adjusted for multiple hypothesis testing.

**Gene Ontology and Pathway Over-Representation Analysis**

To perform advanced pathway and Gene Ontology (GO) over-representation AltAnalyze includes core python modules from the program GO-Elite (version 1.2) in AltAnalyze (<http://www.genmapp.org/go_eite>). GO-Elite performs Gene Ontology (GO) and WikiPathway over-representation using the same algorithms listed for domain/miR-BS over-representation analysis (ORA) (e.g., z-score, permutation p-value, BH p-value calculation). After ORA, all GO terms and pathways are filtered using user-defined statistical cut-offs (z-score, permutation p-value and number of genes changed), with GO terms further pruned to identify a minimally redundant set of reported GO terms, based on hierarchical relationships and ORA scores (see [GO-Elite documentation](http://www.genmapp.org/go_elite/)). All result files normally produced by GO-Elite will be produced through AltAnalyze.

AltAnalyze generates two types of gene lists for automated analysis in GO-Elite; differentially expressed genes and alternatively regulated genes. Criterion for differentially expressed genes are defined by the user in the GO-Elite parameters window (e.g., fold difference > 2 and t-test p < 0.05). In this analysis, the default options were used. All genes associated with alternative exons are used for GO-Elite analysis. Genes with alternative exons that also have alternative splicing annotations can be further selected using the “Filter results for predicted AS” option. Results are exported to the “GO-Elite” directory in the user-defined output directory, while input gene lists can be found in the folders “GO-Elite/input” and “GO-Elite/denominator”. The gene lists for differentially expressed genes have the prefix “GE.” while the alternative exon files have the prefix “AS.”. The appropriate denominator gene files for each is selected by GO-Elite.

When analyzing a new species in AltAnalyze or an unsupported array for the first time, AltAnalyze will build the necessary GO-Elite relational databases to perform both GO and WikiPathway ORA. Probe set, gene and GO relationships will be extracted automatically from the Affymetrix annotation CSV file and gene to WikiPathway relationships from the [http://www.wikipathways.org](http://www.wikipathways.org/) (if relationships are present).

**References**

1. Srinivasan K, Shiue L, Hayes JD, Centers R, Fitzwater S, et al. (2005) Detection and measurement of alternative splicing using splicing-sensitive microarrays. Methods 37: 345-359.

2. Gardina PJ, Clark TA, Shimada B, Staples MK, Yang Q, et al. (2006) Alternative splicing and differential gene expression in colon cancer detected by a whole genome exon array. BMC Genomics 7: 325.

# Supplementary material for: Alternative Splicing in the Differentiation of Human Embryonic Stem Cells into Cardiac Precursors
**Source:** PLoS Comput Biol. 2009 Nov 6;5(11):e1000553. doi: 10.1371/journal.pcbi.1000553
**Supplement:** Text S2 — Analysis of sensitivity and specificity of AltAnalyze predictions with a publicly available alternative splicing validation dataset (PTB knockdown). (0.07 MB DOC)

# Evaluation of AltAnalyze Predictions With Prior Validation Data

To assess AltAnalyze exon array analysis performance relative to other published approaches, we analyzed published experimental confirmation results for a dataset of splicing factor knockdown (mouse polypyrimidine tract binding protein (PTB) short-hairpin RNA (shRNA)). From two independent analyses [1,2], alternative splicing (AS) for 109 probe sets was assessed in the mouse PTB shRNA dataset by RT-PCR (Supplemental Tables 1,2 and 4 from the referenced study) [2]. Among these, 25 were false positives, one was a true negative, one undetermined and 81 were true positives.

**Summary of Published MADS Results**

In the analysis by Xing et al., alternative exons discovered by multiple splicing array platforms and RT-PCR were examined using a new algorithm named microarray analysis of differential splicing or MADS. MADS implements a modification of the splicing index method on gene expression values obtained using multiple scripts from GeneBase and filtering of probes predicted to hybridize to multiple genomic targets. Using this algorithm, the authors were able to verify AS detected by RT-PCR of mouse Affymetrix Exon 1.0 array data as well as predict and validate 27 novel splicing events by RT-PCR. Using the microarray CEL files posted by Xing and colleagues, we ran AltAnalyze using default options (same as used in the corresponding primary report), which includes quantile normalization via RMA-sketch using AltAnalyze’s interface to Affymetrix Power Tools.

**AltAnalyze Results**

Of the 109 probe sets linked to splicing events characterized by RT-PCR, 78 were analyzed by AltAnalyze. Those probe sets not analyzed by AltAnalyze were either not apart of the AltAnalyze ”core” probe sets or were excluded due to high detection p-value or low expression thresholds. A breakdown of the number of RT-PCR true positive, false positive, undetermined and false negative (out of the 81 documented true positives) is shown for various AltAnalyze filters (Text S2 Table 1).

Of the 78 analyzed probe sets, 26 were called by AltAnalyze to be alternatively regulated (using default parameters), out of 194 probe sets called by AltAnalyze as alternatively regulated. All 26 probe sets were annotated as true positives according to the published RT-PCR data. Although 17 probe sets were RT-PCR false positives among the 78 probe sets with RT-PCR data, only one false positive was considered to be alternative regulated by AltAnalyze with any of the AltAnalyze filters alone (splicing-index p<0.05 alone without additional default options). The MADS algorithm was able to validate AS for 27 novel splice events corresponding to 41 probe sets. Of these 41 probe sets, 33 were examined by AltAnalyze and 23 were considered alternatively regulated.

**Conclusions**

This analysis suggests that AltAnalyze analysis using default parameters produces conservative results with high specificity (100% true positives in this analysis) with reasonable sensitivity (~42% that of MADS). For smaller datasets, such as the PTB knock-down comparison, the decreased sensitivity results will have a significant impact on the number of true splicing events detected, however, for larger datasets with thousands of regulated probe sets, AltAnalyze is likely to reduce the number of false positives and reduction in overall noise. It is important to note however, for the MADS analysis only a p-value threshold was used and for AltAnalyze, both a MiDAS and splicing-index p-value in addition to splicing-index fold change thresholds were used. For these analyses, we have not filtered probe sets based on association with annotated splicing events (see Materials and Methods for description), which should further decrease false positives. If probe sets with annotated splicing events are filtered out, 20 versus 26 true positives will remain.

Although a false positive rate of up-to 50% has been reported with the conventional splicing-index implementation (e.g., using the Affymetrix ExACT software) [2], AltAnalyze’s analysis differs in several ways. First, in this analysis RMA-sketch was used as the method for quantile normalization. After obtaining expression values for probe sets (no low level filtering currently implemented), probe sets for each of the two biological groups are filtered based on two main parameters: DABG p-value and mean expression filters. Any probe set with a DABG p-value > 0.05 in both biological groups or mean expression < 70 are excluded.

Additional AltAnalyze specific parameters relate to how probe set to gene associations are obtained, which probe sets are selected for analysis and how probe sets are selected for calculation of gene expression. Unlike ExACT, probe set to gene association are via genomic coordinate alignment to Ensmebl/UCSC mRNA transcripts for unique Ensembl genes rather than to Affymetrix transcript clusters. This process ensures that a probe set only aligns to one Ensembl gene. Probe sets can align to an exon, intron or UTR of a gene. Any probe set aligning to an analyzed mRNA is used for analysis in the AltAnalyze “core” set along with any Affymetrix annotated “core” probe set. To determine gene expression from the exon-level a two-step method is employed. First, probe sets that are most over-represented among mRNAs or mRNAs and ESTs (associations from Affymetrix probe set annotation file) are selected as constitutive. Next if constitutive probe set is “expressed” in both biological groups (using the DABG and mean expression filters listed above), the probe set is retained for constitutive expression calculation. If more than one “expressed” constitutive probe set is present, the mean expression of all constitutive probe sets for each array is calculated. As a final step, probe sets with an associated gene expression difference between the two array groups greater than 3 are not reported. These analysis steps result in a unique splicing-index, splicing-index *t* test p-value and MiDAS p-value calculation from other analysis methods.

Since this validation set provides a limited test case for analysis of type I (false positive) and type II (false negative) errors, the AltAnalyze algorithms will continue to be assessed as additional validation data is made available. Future implementations will likely include “low-level” analyses that reduce the occurrence of type I errors (e.g., elimination of expression data for specific probes that introduce additional noise). However, this data supports the concept that AltAnalyze produces conservative results with a level of confidence.

|  |  |  |  | AltAnalyze RMA Analysis | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **All** | **MADS p<0.05** | **MADS p<0.01** | **All** | **SF>2** | **SP <0.05** | **SP|MP <0.05** | **SF>2, GEF<3, SP|MP <0.05** |
| ***TP*** | 81 | 62 | 55 | 60 | 30 | 36 | 32 | 26 |
| ***FP*** | 25 | 6 | 2 | 17 | 0 | 1 | 0 | 0 |
| ***UD*** | 1 | 1 | 1 | 1 | 0 | 1 | 1 | 0 |
| ***FN*** | 0 | 19 | 26 | 21 | 51 | 45 | 49 | 55 |

| **Text S2 Table 1 - Analysis of PTB shRNA verified splicing events with AltAnalyze.** The number of probe sets matched to different RT-PCR absence or presence calls for AS from an analysis of mouse PTB shRNA knockdown of a neuroblastoma cell line compared to empty vector shRNA knockdown using the Affymetrix Mouse 1.0 Exon array [12]. Results are shown for all probe sets (All), MADS p<0.05 or p<0.01 (after removing cross-hybridizing probes), AltAnalyze “core” probe sets (All) analyzed by RT-PCR, splicing-index fold change >2, splicing-index t-test p (SP) <0.05, MiDAS p (MP) <0.05 or combination of all three options (SF>2 & SP & MP <0.05 – default option) along with gene expression filtering (GEF) of < 3 fold, for true positive (TP), false positive (FP), un-determined (UD), and false negative (FN) RT-PCR results. False negative probe set counts are relative to all original true positives experimentally identified, independent of whether they were considered by AltAnalyze. |
| --- |

**References**

1. Boutz PL, Stoilov P, Li Q, Lin CH, Chawla G, et al. (2007) A post-transcriptional regulatory switch in polypyrimidine tract-binding proteins reprograms alternative splicing in developing neurons. Genes Dev 21: 1636-1652.

2. Xing Y, Stoilov P, Kapur K, Han A, Jiang H, et al. (2008) MADS: a new and improved method for analysis of differential alternative splicing by exon-tiling microarrays. Rna 14: 1470-1479.

How the deposited data were processed for this re-analysis (not part of the article)

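Gene expression was measured in 6 samples on Affymetrix Human Exon 1.0 ST arrays: 3 biological replicates of undifferentiated REX+ H9 hESCs at day 0 and 3 of day 40 CPs. The authors made the deposited log2 values with RMA, which corrects background, normalizes by quantiles and combines the probes of a probe set, and did not pool replicates. The submitters' processing notes name RMA, and its version is not given in the sources used here. The paper's text does not name which arrays were normalized together for the deposited table. The table holds 1411399 probe sets. Array medians were 5.33 to 5.38 on the log2 scale. Arrays give no read depth, and their number limits the precision.

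GEO's platform table, which can be old, paired 357604 probe sets with 1 gene symbol and 15322 with several, and 1038473 had no symbol there. Probe sets with several symbols or none were not assigned to a gene. Of 19560 gene symbols, 16232 are current symbols of the RefSeq annotation of GRCh38.p14, and 19219 match a current symbol or a synonym. Symbols are printed as the platform table gives them. No genome was used, so positions of exons and probe sets were not analysed here.

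Expression of a gene was the mean of its probe sets with a mean above 70 on the linear scale in either group. The splicing index subtracted the mean of the gene's probe sets above 70 in both groups, with at least 4 of them, and left out genes whose reference changed by 3-fold or more. Probe sets above 70 in either group were tested. CP and hESC arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes; data.table 1.17.8), without a replicate block. The threshold was a Benjamini-Hochberg adjusted p of 0.05 with a log2 change above 1 or below -1. Folds given as at least a value, and values with those below 70 set to 70, were computed array by array on gene values or on probe sets, after the values had been seen, and were not tested themselves.

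The gene lists, the tests on them, the rule for naming genes and the alternatives were fixed before the data were examined, except those said to have been chosen after the values or the result were seen. Gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Gene classes of the splicing index were tested with Fisher's exact test over 6 classes and against 10000 draws matched on the number of tested probe sets. Of 1329 list entries, 1276 matched a symbol, and none of the microRNA genes that the paper names matched one. The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls among genes with at least 4 probe sets and no overlap between groups, up to 4 members per list with the largest change, and members needed to describe a small count. For the splicing index they are the genes of Table 3 and of the results, the 10 largest rises and falls, 1 probe set per gene, among genes with at least 8 reference probe sets, and up to 4 genes per class. Values in the paper's tables had been seen when the rule was set.

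The tests were tried on simulated data with the means and spreads of the real probe sets. Each probe set was drawn independently, so probe sets of 1 gene shared no variation between replicates, and only the inserted changes set the groups apart. The shares recovered and the false calls hold for that setting and may be better than in the real arrays. Of 18237 simulated genes, 98.0% of those changed by 1.5 on the log2 scale and 100% of those changed by 3 were recovered by the gene test, with 2 calls among 17837 unchanged genes. By the splicing index test over 241497 probe sets, 55.6% of the probe sets changed by 1.5 and 92.7% of those changed by 3 were recovered, with 8 calls among 234800 unchanged probe sets.

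The alternatives were quantile normalization, median centring, no filter or a stricter filter of 140 on dim probe sets, the replicate number as a block, leaving out each array, the methods' t-test with and without adjustment, a trended and robust prior, and the median of probe sets or at least 4 probe sets per gene. For the splicing index they were a median reference, a reference without the probe set itself, probe sets above 70 in both groups, and no limit or a 1.5-fold limit on the change of the gene. The paper's detection p-values, MiDAS filter, constitutive probe sets and mRNA annotation were not used here. The neural progenitor and adult tissue arrays and the RT-PCR data were not analysed here.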

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

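The tests on fibroblast markers, and on dim and bright calls apart, were chosen only after the result was seen. The paper's text does not report the expression of the gene groups in the following paragraph as groups, and lists matrix and RNA splicing genes among its categories of AS.

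Fibroblast and matrix markers stood out, with 22 of 27 higher in CPs, none lower and a median log2 change of 1.56 (camera, adjusted p = 2.87e-14; adjusted p = 0.187 with an estimated correlation). Of the smooth muscle markers, 12 of 17 were higher (median 1.31, camera, adjusted p = 5.03e-10; adjusted p = 0.114 with an estimated correlation), a list that shares PLN, MYOCD, DES and TPM2 with the cardiac lists. Of 52 splicing regulators, 7 were past the threshold, a share near the 12.1% of all genes.

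The fibroblast and matrix markers included COL3A1 (log2 change 3.13), DCN (2.97), LUM (at least 18.7-fold higher) and COL15A1 (at least 4.77-fold higher), and POSTN and TCF21 stand in another list too. A mixture in which each other cell type rose as the fibroblast markers did is argued against. Of 6 lists of other cell types, 5 had a median below 0.5: blood -0.16, endoderm and hepatic -0.18, endothelial -0.14, neural 0.02 and skeletal muscle -0.14, with epicardial at 0.62. A median cannot exclude a smaller share of such cells: 3 of 20 endothelial and 5 of 23 neural markers were higher in CPs, and 2 neural markers were lower. Smooth muscle markers were not among the 6 lists. Fibroblasts or other stromal cells in the CP cultures stay open: the lowest change among COL1A1, COL1A2 and COL3A1 was 1.37, and pooled RNA cannot tell such cells from matrix expression by the precursors themselves. The puromycin selection that the paper describes would remove cells in which the alpha myosin heavy chain promoter was not active when it was given. It was given well before the harvest at day 40, and so cannot tell which cells were present then. A biological change with differentiation day, which the design names, was not tested apart from this.

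More probe sets were higher than lower in CPs, 53330 against 29286 (64.6% higher), while genes were nearly balanced. Array scale was not tested: RMA had already normalized by quantiles, and repeating it moved values by a median of 0.01 and left 65.5% higher. Among probe sets with 1 gene symbol the share was 53.3%, against 78.4% among those with several or none, so probe sets outside the named genes are a candidate source of the asymmetry. Among probe sets with a mean above 140 the share was 56.1%, which leaves a part for dim probe sets undecided. No biological explanation was tested.

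Alternative probe sets were more frequent in genes whose reference changed: 45.3% of 3177 genes with a reference change of 1.5-fold to 3-fold held one, against 19.4% of 10712 genes below that. If subtraction of the reference had made all these calls, they would run against it, but 40.9% of 4404 calls did; this is carried by dim calls (28.9%), and among bright calls (55.9%) subtraction stays open. Compressed change of dim probe sets would make dim calls run against the reference more often than bright ones, and they did so less often, by -27.0 percentage points. The contrast cannot decide, since a probe set below 70 in 1 group was tested only if it was above 70 in the other. Of all 8363 calls, 4960 had a group mean below 70. What sets the difference stays open, and no biological explanation was tested.

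With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and each of these results has 1 split as large, the real one. The real counts and the highest of the other splits were 1087 and 0 for genes higher in CPs, 1138 and 0 for genes lower, 53330 and 0 for probe sets higher, 29286 and 0 for probe sets lower, 5094 and 0 for relatively higher probe sets, 3269 and 0 for relatively lower ones, 3517 and 0 for genes with an alternative probe set, 4 and 0 for classes past Fisher's test, and 40 and 0 for Table 3 genes. For gene lists past camera with a preset correlation they were 14 and 13, and the lowest of the other splits was 9. The number of lists called by camera therefore does not tell the real split from the others. Each other split mixes hESC and CP arrays in both groups. The difference between the cell types then enters the spread, which alone can bring the counts to 0. A part of that difference also stays between the mixed groups, so the camera counts of these splits are no null either. The splits therefore cannot decide whether chance gives these results.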

How the results depend on the processing

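Of the values that answer a comparison, 508 kept their direction, their side of the threshold or their size under an alternative, and 18 moved by over 1.5 times, 33 lost their call, 4 gained one and 13 reversed. Of those for single genes, probe sets and list members, 3724 kept theirs, 133 lost their call, among them all 82 probe sets with the adjusted t-test, 18 gained one, 10 moved and 17 reversed. The cause was not tested except where fewer probe sets or genes were tested by construction. Signal over background limits the counts: the stricter filter on dim probe sets left 34381 probe sets higher in CPs, and 3333 relatively higher and 2148 relatively lower by SI. The replicate numbers share only a number: the correlations of same-numbered deviations were 0.118, -0.0231 and -0.0455, only replicate 1 correlated best with its own number, and with the replicate block 1087 genes were higher and 1140 lower, 5019 probe sets were relatively higher and 3154 relatively lower. Camera was not run under the settings with the methods' t-test.

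With the methods' t-test after Benjamini-Hochberg adjustment, 21421 probe sets were higher and 10822 lower, 8 were relatively higher and 4 relatively lower by SI in 12 genes, and 0 classes and 0 Table 3 genes passed (40 Table 3 genes at its unadjusted threshold). The percent with an alternative probe set was then 0 for kinases, helicases, RNA splicing, muscle contraction and checkpoint genes and 0.758 for actin cytoskeleton genes. With probe sets above 70 in both groups, 1865 were relatively higher and 1583 relatively lower, in 1977 genes, and helicases (21.9%, adjusted p = 0.0266) and checkpoint genes (25.0%, adjusted p = 0.0323) passed Fisher's test. With a gene change under 1.5-fold, 2590 were relatively higher and 1148 relatively lower, in 1974 genes. Matched on probe sets, 2 classes passed, and kinases (35.7%), RNA splicing (34.0%), checkpoint genes (35.7%) and helicases (29.8%, below the matched median) did not. The RNA splicing share did not pass Fisher's test either without a dim filter (35.8%), with the trended prior (32.7%) and with no gene change limit (34.8%), and the checkpoint share was 24.5%, below other genes, with a median reference. Leaving out 1 array gave 29.8% to 36.0% for helicases and 31.5% to 37.0% for RNA splicing.

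With an estimated correlation, 0 gene lists passed camera. The medians, which this does not change, were -3.33 for pluripotency, 1.26 for cardiac transcription factors, 3.63 for sarcomere, 1.66 for calcium handling, 0.54 for natriuretic, 0.29 for oxidative metabolism, 0.12 for glycolysis, -1.09 for DNA replication, 0.18 for cell cycle inhibitors, 0.083 for splicing regulators, 1.56 for fibroblast, 1.31 for smooth muscle, 0.62 for epicardial and 3.70 for the paper's cardiac markers. With the median of probe sets, camera no longer called the natriuretic (0.27), inhibitor (0.07), splicing regulator (0.023) and epicardial (0.365) lists. The stricter dim filter gave -0.0076 for splicing regulators and 0.44 for epicardial markers, and at least 4 probe sets per gene gave 0.083 and, for neural markers, -0.046. Leaving out 1 array gave 0.024 to 0.13 for splicing regulators, -0.11 to 0.056 for neural and 0.31 to 1.07 for epicardial markers.

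The log2 changes that reversed were of genes past no threshold. With the median of probe sets they were C6orf134 (-0.047), CAPZB (-0.088), EWSR1 (-0.098), OGDH (-0.08) and VCL (-0.093). NEDD4 was 0.00015 with quantile normalization, 0.0099 with median centring and 0.064 without a dim filter, and FGG -0.19 with the stricter filter. Leaving out 1 array gave -0.057 to 0.094 for CAPZB, -0.0014 to 0.15 for DNM1L, -0.41 to 1.30 for FGG, -0.092 to 0.083 for NEDD4, -0.29 to 1.03 for SERPINA1 and -0.030 to 0.17 for VCL.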

Differences from the paper's values

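The paper counts 29151 genes with an expression value, as Ensembl identifiers, and 18330 gene symbols were measured here, so the units differ. Of the alternatives set before the data were examined, no dim filter (19560) came within 1.5 times, and the others did not. The paper's rise of MEF2C is 51-fold and the fitted value here is 4.92-fold, and no alternative closed the gap; since the hESC mean of MEF2C lies just below 70, the rise of the gene value is a lower limit, at least 4.62-fold, but the 9 MEF2C probe sets above 70 in both groups changed by 1.58 on the log2 scale and no MEF2C probe set changed by more than 3.69. The paper counts 2106 genes with an alternative exon and 3517 held an alternative probe set here, without the paper's MiDAS, detection and mRNA annotation filters. The stricter dim filter (2393), probe sets above 70 in both groups (1977) and a gene change under 1.5-fold (1974) came within 1.5 times, and the other alternatives did not.

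The paper's SI, hESC minus CP, is 2.44 for SLK and the value here is 2.25. It fell within the spread with a reference without the probe set itself (2.33) and without CP replicate 1 (2.31) or 2 (2.31), and under no other alternative. For ATP2A2 the paper's supplement, of which 270 rows were held here, gives 2.09 and 1.92, and the values here are 1.80 and 1.63, and no alternative closed the gap. The paper's Table 3 prints 1.42 for the ATP2A2 event, below both values here. For the NF1 event it prints a larger relative rise in CPs than any tested NF1 probe set had here (1.01 at most).

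Of 40 genes of Table 3 compared, 29 differed from the paper's log2 change in gene expression by more than the spread between replicates. A value counts as within the spread only where it also has the paper's sign. In the following the paper's value stands first and the value here next. None of the alternatives set before the data were examined closed the gap for SAPS2 0.17 and 0.35, CLK1 0.4 and 0.95, EWSR1 -0.3 and 0.064, HIF3A 0.06 and 0.22, NAV2 0.77 and 0.64, WNK2 -0.28 and -0.12, STAU1 -0.04 and 0.15, PKM2 0.32 and 0.48, CAPZB -0.21 and 0.026, TJP1 -0.03 and 0.17, LEFTY1 -0.68 and -0.46, SEPT6 0.59 and 0.33. The others fell within the spread under the alternatives named and under no other of these. PCBP4 (0.39 and 0.26) did so with median centring, the stricter dim filter, the median of probe sets or one of these arrays left out (hESC replicate 2, CP replicate 1). OGDH (-0.04 and 0.039) did so with the median of probe sets. SPTBN1 (0.45 and 0.77) did so with the median of probe sets. UBE4B (-0.41 and -0.23) did so with the median of probe sets. DERP6 (-0.45 and -0.17) did so with the median of probe sets. C6orf134 (0.19 and 0.089) did so with no dim filter, the stricter dim filter or one of these arrays left out (CP replicate 1). VPS39 (0.08 and 0.14) did so with no dim filter, the stricter dim filter, the median of probe sets or one of these arrays left out (hESC replicate 2, CP replicate 1, CP replicate 2). NUMB (-0.1 and -0.21) did so with no dim filter, the median of probe sets or one of these arrays left out (hESC replicate 1, CP replicate 2). LRRFIP1 (0.68 and 0.83) did so with no dim filter, the median of probe sets or one of these arrays left out (hESC replicate 2, hESC replicate 3, CP replicate 1, CP replicate 3). ATP2A2 (1.38 and 1.15) did so with quantile normalization, median centring, the stricter dim filter or one of these arrays left out (hESC replicate 1, CP replicate 2, CP replicate 3). MARK3 (0.04 and 0.14) did so with the stricter dim filter, the median of probe sets or one of these arrays left out (hESC replicate 2, hESC replicate 3). DNM1L (-0.1 and 0.086) did so with one of these arrays left out (CP replicate 1). VCL (-0.1 and 0.086) did so with the median of probe sets or one of these arrays left out (CP replicate 1). TCF3 (-0.75 and -0.69) did so with the median of probe sets or one of these arrays left out (CP replicate 2). FER (1.54 and 1.23) did so with the median of probe sets or one of these arrays left out (hESC replicate 1). CDC42 (0.25 and 0.38) did so with the median of probe sets or one of these arrays left out (hESC replicate 2, hESC replicate 3, CP replicate 1). ANXA7 (-0.32 and -0.12) did so with the median of probe sets or one of these arrays left out (hESC replicate 2, hESC replicate 3, CP replicate 1). The change of the gene reference, over probe sets above 70 in both groups, is an alternative chosen after seeing the values. With it 8 of the 29 fell within the spread with the paper's sign (CAPZB at -0.18, CDC42 at 0.30, LRRFIP1 at 0.59, OGDH at -0.078, ANXA7 at -0.33, PCBP4 at 0.30, MARK3 at 0.11 and VPS39 at 0.097), and 4 of the 11 others no longer did (MADD at 0.18, HDAC9 at 0.56, ASPH at 0.55 and SLK at 0.44). A further 4 of the 29 lay as near to the paper's value but with the opposite sign: TJP1 at 0.090, STAU1 at 0.11, VCL at 0.043 and DNM1L at 0.012.

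The paper states that 3 of 4 MEF2 members were transcriptionally upregulated. By the threshold used here 2 passed, MEF2C and MEF2A, with MEF2D at a log2 change of 0.42.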

Other observations

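Of 52 splicing regulators, 45 did not pass the test, and the share past it is near the 12.1% of all genes. RBM24 and RBM20, regulators of muscle splicing, rose by 2.91 and 2.18 on the log2 scale (adjusted p = 2.38e-07 and 2.45e-06 from limma), and MBNL1 and MBNL2 by 1.76 and 1.65. RBM35A and RBM35B, epithelial splicing regulators, and KHDRBS2 had log2 changes of -3.10, -1.20 and -1.02. These are the 4 higher and 3 lower of the list (4 and 3 when adjusted over the list alone; camera, adjusted p = 0.0410; adjusted p = 0.582 with an estimated correlation). The camera call was lost without hESC replicate 2 (adjusted p = 0.0749), hESC replicate 3 (0.0522) and CP replicate 2 (0.0507), with the median of probe sets (0.121), with at least 4 probe sets per gene (0.0511) and with the stricter dim filter (0.191), where the median turned negative (-0.0076).

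Some genes of energy metabolism rose. Of 30 genes of fatty acid and oxidative metabolism, 9 were higher and 1, CKB, was lower, and 20 did not pass (9 and 1 when adjusted over the list alone; median 0.29, camera, adjusted p = 1.52e-06; adjusted p = 0.187 with an estimated correlation). CKM rose at least 16.9-fold and CKMT2 at least 7.04-fold, and the fatty acid binding gene FABP3 rose 14.7-fold and myoglobin (MB) 8.44-fold. Of 21 glycolysis genes, ENO3 and ALDOC rose, 5.33-fold and 2.68-fold, and 19 did not pass (2 higher when adjusted over the list alone; camera, adjusted p = 0.0223; adjusted p = 0.237 with an estimated correlation). Of 9 natriuretic and secreted genes, NPPA, NPPB and POSTN rose (3 when adjusted over the list alone; median 0.54, camera, adjusted p = 0.0218; adjusted p = 0.225 with an estimated correlation), and with the median of probe sets the list's median was 0.27 and the call was lost (adjusted p = 0.0777). Of 19 cell cycle inhibitors, CDKN2B, BTG2 and RBL2 rose (3 when adjusted over the list alone; camera, adjusted p = 0.0218; adjusted p = 0.237 with an estimated correlation). The RBL2 log2 change was 0.94, 0.96 and 0.98 without hESC replicate 2, hESC replicate 3 and CP replicate 1, 0.93 without the dim filter and 0.90 with the median of probe sets, under the 2-fold threshold, and with the median of probe sets BTG2 was at 0.86, 1 inhibitor was past the threshold and the camera call was lost (adjusted p = 0.0892).

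Of 23 neural markers, 5 were higher (NCAM1, SNAP25, STMN2, DCX and MAP2) and 2 lower (OTX2 and SOX21; camera, adjusted p = 0.182). The endothelial genes PECAM1, EMCN and ERG rose, 3 of 20, with EMCN at 0.82 when values below 70 were set to 70 (camera, adjusted p = 0.182), and the epicardial genes TBX18 and UPK1B, 2 of 10 (camera, adjusted p = 0.0306; adjusted p = 0.291 with an estimated correlation). Without CP replicate 3 the TBX18 log2 change was 0.98, and its call was lost with the adjusted t-test. The number of epicardial genes past the threshold was 5 without CP replicate 1 and 4 with the median of probe sets. It was 1 without CP replicate 3 and 1 with the adjusted t-test. The epicardial camera call was lost without hESC replicate 1 (adjusted p = 0.0606) and CP replicate 2 (0.0507), with the stricter dim filter (0.0637) and with the median of probe sets (0.0604). Of 22 endoderm and hepatic markers, TTR alone was higher (log2 change 3.18, SD 2.13 among the 3 CP arrays; camera, adjusted p = 0.845), and its call was lost with the trended and robust prior (TTR log2 change, adjusted p = 0.0529), and also with the methods' t-test, adjusted or not. Of 20 skeletal muscle markers, CKM and MYH8 were higher and CHRNA1 lower (camera, adjusted p = 0.656). The MYH8 call was lost without the dim filter (log2 change 0.22) and with the median of probe sets (0.43), and CHRNA1 was at -0.95 when values below 70 were set to 70. Of 11 blood markers 0 were past the limma threshold, 4 at an unadjusted p under 0.05 (camera, adjusted p = 0.647). In these lists the counts adjusted over the list alone were equal to those over all genes.

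In MEF2C, 10 of 22 tested probe sets were relatively higher in CPs and 2 relatively lower, with a reference of 9 probe sets that changed by 1.58. The MEF2C gene value changed by 2.30, so the relative rises were not told apart from a rise of the whole gene.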
